# DPP4 inhibition impairs senohemostasis to improve plaque stability in atherosclerotic mice

**DOI:** 10.1172/JCI165933

**Published:** 2023-06-15

**Authors:** Allison B. Herman, Dimitrios Tsitsipatis, Carlos Anerillas, Krystyna Mazan-Mamczarz, Angelica E. Carr, Jordan M. Gregg, Mingyi Wang, Jing Zhang, Marc Michel, Charnae’ A. Henry-Smith, Sophia C. Harris, Rachel Munk, Jennifer L. Martindale, Yulan Piao, Jinshui Fan, Julie A. Mattison, Supriyo De, Kotb Abdelmohsen, Robert W. Maul, Toshiko Tanaka, Ann Zenobia Moore, Megan E. DeMouth, Simone Sidoli, Luigi Ferrucci, Yie Liu, Rafael de Cabo, Edward G. Lakatta, Myriam Gorospe

**Keywords:** Aging, Vascular Biology, Atherosclerosis, Cellular senescence

## Abstract

Senescent vascular smooth muscle cells (VSMCs) accumulate in the vasculature with age and tissue damage and secrete factors that promote atherosclerotic plaque vulnerability and disease. Here, we report increased levels and activity of dipeptidyl peptidase 4 (DPP4), a serine protease, in senescent VSMCs. Analysis of the conditioned media from senescent VSMCs revealed a unique senescence-associated secretory phenotype (SASP) signature comprising many complement and coagulation factors; silencing or inhibiting DPP4 reduced these factors and increased cell death. Serum samples from persons with high risk for cardiovascular disease contained high levels of DPP4-regulated complement and coagulation factors. Importantly, DPP4 inhibition reduced senescent cell burden and coagulation and improved plaque stability, while single-cell resolution of senescent VSMCs reflected the senomorphic and senolytic effects of DPP4 inhibition in murine atherosclerosis. We propose that DPP4-regulated factors could be exploited therapeutically to reduce senescent cell function, reverse senohemostasis, and improve vascular disease.

## Introduction

Atherosclerosis, the buildup of plaque and hardening of the arteries over time, is a widespread and debilitating disease in older populations. Many risk factors contribute to the development of atherosclerosis, including unhealthy diets, smoking, genetics, diabetes, aging, and obesity. Among them, aging is one of the most important factors, increasing the prevalence, incidence, and mortality associated with atherosclerosis (1, 2). The most serious complication and leading cause of death associated with atherosclerosis is the thrombotic occlusion of the arteries following erosion or rupture of an atherosclerotic plaque. The cap of the plaque consists of a layer of vascular smooth muscle cells (VSMCs) that have dedifferentiated into synthetic, noncontractile cells that typically proliferate and migrate, but also a small population of senescent, inflammatory VSMCs (3).

Previous research has shown that cellular senescence is associated with the development and progression of atherosclerosis (4). Cellular senescence, a hallmark phenotype of cells in aging tissues, is characterized by increased production of cyclin-dependent kinase inhibitors and tumor suppressors such as p16 (CDKN2A), p21 (CDKN1A), and p53 (TP53) as well as many factors of the senescence-associated secretory phenotype (SASP), including cytokines (e.g., IL-6, IL-8), chemokines (e.g., CCL2), adhesion molecules (e.g., ICAM1), matrix remodeling enzymes (e.g., MMPs), and angiogenic factors (e.g., VEGF). Senescent cells also display a senescence-associated β-galactosidase (SA–β-gal) activity (5, 6). Although senescent cells possess the ability to be both beneficial and harmful depending on the biological situation, there is little doubt that the accrual of senescent cells in older human tissues is detrimental and contributes to pathologies associated with aging (7–9). As a result of their widespread detrimental effects in many diseases, interest is escalating in developing therapies directed against senescent cells (senotherapies) and in discovering senescence-associated cell-surface proteins. Importantly, VSMCs cultured from atherosclerotic plaques display a myriad of these senescence traits; thus, further research on senescent VSMCs in atherosclerosis is crucial to our understanding of the progression and treatment of this age-associated disease (10).

The development of age-related multifactorial diseases such as atherosclerosis is associated with persistent systemic inflammation. However, the dynamic interplay among aging, inflammation, and VSMC senescence is not well understood. A recent study found that dipeptidyl peptidase 4 (DPP4) is highly expressed on the surface of senescent cells (11). While the effect of DPP4 on VSMCs is not characterized, DPP4 inhibitors, known as *gliptins*, are clinically used to treat diabetes (12). In animal models, gliptins have the ability to reduce atherosclerosis and inflammation independently of the canonical role of DPP4 in glucose metabolism (13–17). Thus, we set out to investigate the ability of DPP4 inhibitors to reduce the burden of senescent VSMCs in the progression of vascular disease.

We found that DPP4 was elevated in and on the surface of primary coronary artery human VSMCs (hVSMCs) rendered senescent by extended culture in the presence of the hypoxia mimic cobalt chloride (CoCl_2_) or the DNA-damaging agent doxorubicin (Doxo) as well as in human and mouse atherosclerotic plaques. Interestingly, silencing DPP4 or treatment with the DPP4 inhibitor vildagliptin (DPP4i) moderately reduced senescent hVSMC viability and increased apoptosis. Proteomic analysis of media from senescent hVSMCs treated with DPP4i revealed a reduction in many complement and coagulation factors, suggesting that hVSMCs possess a SASP comprising hemostatic proteins and that production of these factors is mitigated by DPP4 inhibition. Importantly, in atherosclerotic mice treated with DPP4i, we found reduced DPP4 activity, blood-clotting time, and expression of SASP factors, including coagulation factors, while plaque stability improved. In this mouse model, single-cell analysis of the aorta revealed that atherosclerosis increased the number of vascular cells expressing DPP4 on the surface; these senescent VSMCs displayed heterogenous, clustered responses to DPP4i, suppressing coagulation-related gene expression in one cell cluster and viability in another cell cluster. We propose that DPP4 promotes local cell survival of senescent vascular cells and increases plaque instability while it also stimulates secretion of complement and coagulation factors to elicit a systemic program we termed *senohemostasis*.

## Results

### Senescent hVSMCs have increased DPP4 expression levels and activity.

We investigated the protein DPP4 (also known as CD26), previously found on the surface of senescent fibroblasts (11) (Figure 1A), to assess its role in hVSMC senescence. DPP4 is an exopeptidase that selectively cleaves N-terminal dipeptides from a variety of substrates and is best known for cleaving and inactivating glucagon-like peptide-1 (GLP-1) to disrupt glucose homeostasis associated with type 2 diabetes (18, 19). To begin to assess the connection between senescence and DPP4 in hVSMCs, we induced hVSMC senescence using 2 different paradigms: treatment for 7 days with CoCl_2_, a hypoxia mimetic, or with Doxo, a chemotherapeutic drug that induces DNA damage (20, 21). Cells were then collected, and the levels of *DPP4* mRNA and the senescence markers *p21* and *LMNB1* mRNAs were measured in proliferating and senescent VSMCs by reverse transcription followed by quantitative PCR analysis (RT-qPCR) (Figure 1B). We also confirmed that the levels of senescence proteins DPP4, p21, and p53 increased under the same conditions (Figure 1C). DPP4 was similarly elevated in human diploid WI-38 fibroblasts following senescence-inducing treatments such as etoposide (ETO) or ionizing radiation (IR) as well as by oxidative stress–induced (OS-induced) senescence and in human renal mixed epithelial cells (HRECs) rendered senescent by treatment with ETO (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI165933DS1), supporting the view that DPP4 upregulation may be broadly conserved among different senescent cell types.

We next asked whether DPP4 protein is expressed on the cell surface of senescent hVSMCs, as previously discovered on fibroblasts. Using a protocol that entailed biotinylating cell-surface proteins in live cells before harvesting, we confirmed the expression of DPP4 on the surface of senescent hVSMCs by Western blot analysis (Figure 1D). By flow cytometry analysis using an antibody directed at DPP4, we further verified that the levels of DPP4 on the cell surface increased in hVSMCs rendered senescent by exposure to either CoCl_2_ or Doxo (Supplemental Figure 1C). In addition to its presence on the cell surface, we also investigated whether the proteolytic activity of DPP4 was altered during senescence. Using a DPP4 activity assay (see Methods), we observed higher DPP4 peptidase activity in hVSMCs treated with either CoCl_2_ or Doxo (Figure 1E). Together, these data indicate that whole-cell DPP4, cell-surface DPP4, and DPP4 enzymatic activity increased in senescent hVSMCs.

To identify the mechanisms by which DPP4 expression levels increased in senescent hVSMCs, we focused on transcription, based on earlier studies of DPP4 production (11, 22). Consensus sequences for transcription factors (TFs) NF-κB, SP1, EGFR, and AP-1 were previously found in the *DPP4* promoter (23). To determine whether any of these TFs might regulate DPP4 levels in senescent hVSMCs, we transfected specific siRNAs designed to silence RELA (a member of the NF-κB family), SP1, EGFR, or FOS (a member of the AP-1 family), along with a control siRNA (siCtrl); 72 hours later, we triggered senescence by treatment with Doxo. After an additional 72 hours, we assessed the levels of mRNAs encoding these TFs and discovered that the levels of *RELA* and *EGFR* mRNAs increased, while the levels of *SP1* and *FOS* mRNAs declined in response to Doxo-induced senescence (Supplemental Figure 1, D–G). Furthermore, depleting RELA or EGFR strongly reduced the levels of *DPP4* pre-mRNA and mature *DPP4* mRNA, suggesting that RELA and EGFR transcriptionally activate DPP4 production (Figure 1F and Supplemental Figure 1, D and E). On the other hand, silencing SP1 or FOS did not alter *DPP4* pre-mRNA levels, despite reducing the levels of mature *DPP4* mRNA, suggesting that their effects could be indirect (Supplemental Figure 1, F and G).

### DPP4 protein levels and activity increase with atherosclerosis in mouse, monkey, and human.

Given that DPP4 levels and activity increase with hVSMC senescence, we asked whether DPP4 is elevated in atherosclerosis, a disease in which senescent VSMCs have been implicated (24). DPP4 on the plasma membrane can be cleaved, releasing soluble DPP4 into circulation; therefore, we determined whether the serum levels of DPP4 changed in mouse models of atherosclerosis. *Ldlr^–/–^* mice fed a high-fat diet (HFD) for 16 weeks demonstrated significantly higher levels of circulating DPP4 protein and DPP4 activity than mice fed a normal diet (ND) (Figure 1G and Supplemental Figure 1H). In older (23 months old [m.o.]) *ApoE^–/–^* mice, which are genetically modified mice often used to study atherosclerosis, the expression levels of both the senescent markers p16 and DPP4 increased in the plaque area compared with those of control mice (Figure 1H and Supplemental Figure 1I). To further assess possible links between DPP4 and senescence in murine VSMCs, we compared senescence-associated gene expression patterns between the DPP4^+^ and DPP4^–^ VSMC populations from young (3 m.o.) and old (30 m.o.) C57BL/6 mice. These results revealed that old mice, which harbor a greater number of senescent cells (25), have a higher percentage of DPP4^+^ VSMCs compared with young mice (Figure 1I). In addition, when compared with DPP4^–^ VSMCs, DPP4^+^ VSMCs from old mice (and in some cases young mice) expressed higher levels of senescence-associated markers *p16*, *p21*, *Gdf15*, and *Il1b* mRNAs, which increase with senescence, while they expressed lower levels of *Lmnb1* mRNA, which declines with senescence (26) (Figure 1J and Supplemental Figure 2A). We next examined aortic tissue collected from young and old rhesus monkeys from the NIA rhesus colony participating in an ongoing study that were fed HFD or ND for 2 years. Here too, higher DPP4 levels correlated with increasing age and with HFD (Supplemental Figure 2B); consistent with these findings, circulating DPP4 levels and activity in the serum from these monkeys increased most significantly in old monkeys fed HFD (Supplemental Figure 2C).

We then evaluated human atherosclerotic tissue and discovered that DPP4 protein was elevated in atherosclerotic plaques, specifically in and around the plaque cap, suggesting that immune cells and proinflammatory hVSMCs express high levels of DPP4 (Figure 1K and Supplemental Figure 2D). Immunofluorescent staining of older human atherosclerotic tissue confirmed these findings, as demonstrated by the colocalization of p16 and DPP4 in VSMCs (αSMA-positive), specifically those within the neointima region surrounding the plaque (Figure 1L and Supplemental Figure 2E). In addition, we surveyed human serum samples from the Baltimore Longitudinal Study of Aging (BLSA) (27) from people aged 50 to 65 with low and high Framingham risk scores (FRS) (28), which estimate the risk of cardiovascular disease, for circulating levels of DPP4. The levels of DPP4 were unchanged regardless of FRS, supporting the view that DPP4 itself is not an ideal circulating biomarker and may instead exert its function locally upon nearby cells and tissues (Supplemental Figure 2F). Whether circulating DPP4 is more active than its membrane-bound counterpart remains unclear, but DPP4 is increased locally in atherosclerosis with cell senescence and in vascular disease (Figure 1, K and L).

### Loss or inhibition of DPP4 induces senescent cell death.

In light of the increase in DPP4 levels and activity in senescent hVSMCs and confirmed in various models of atherosclerosis, we sought to understand the role of DPP4 on senescent hVSMCs. We transfected proliferating hVSMCs with siRNAs directed against DPP4 (siDPP4) or siCtrl; 24 hours later, we treated the cells with CoCl_2_ or Doxo and assessed senescence 7 days after that. As shown (Figure 2, A and B), the loss of DPP4 increased cell death specifically in senescent cells; this result was validated by using bright-field imaging and calculating the percentage of cell viability by counting cells remaining compared with the number of cells present in the control conditions (see Methods), which collectively reflected apoptotic morphologies and reduced cell numbers. Interestingly, not all DPP4-silenced senescent cells underwent apoptosis, suggesting the effect is heterogeneous, as supported by a modest but significant increase in the activities of proapoptotic caspases 3 and 7, an assay that evaluates apoptosis (Figure 2C). Next, we considered that pharmacological inhibition of DPP4, which is clinically used to treat diabetes, is also effective at reducing atherosclerotic burden in mice (29). As shown, simultaneous treatment of hVSMCs with the DPP4i (20 μM) and with senescence inducers (CoCl_2_ or Doxo) had effects similar to that of silencing DPP4, as evidenced by reduced senescent cell viability and elevated caspase-3 and -7 activity (Figure 2, D-F). Time-course analysis of DPP4i on senescent hVSMCs corroborated these findings, showing that inhibition of DPP4 begins to induce apoptosis as senescence develops (Supplemental Figure 3).

Although transfecting siDPP4 strongly reduced *DPP4* mRNA levels, it had no detectable effect on the levels of senescence markers such as *p21* mRNA, *LMNB1* mRNA, or SA–β-gal activity relative to cell number (Figure 3A and Supplemental Figure 4A), although it reduced the levels of *BCL2L1* mRNA (Figure 3A), encoding the survival factor BCL2L1 (BCLXL) in CoCl_2_-induced senescence. DPP4i treatment was also ineffective at increasing *LMNB1* mRNA or reducing SA–β-gal activity relative to cell number, but it reduced the levels of *BCL2L2* mRNA, encoding the survival protein BCL2L2 (BCLW) in senescent hVSMCs (Figure 3B and Supplemental Figure 4B). Consistent with these findings, BCL2L2 protein levels were reduced by siDPP4 and DPP4i in senescent hVSMCs, while p21 and LMNB1 remained unchanged (Figure 3, C and D). Silencing DPP4 in senescent WI-38 fibroblasts also increased cell death, further suggesting that the promotion of survival by DPP4 may be conserved among senescent cells (Supplemental Figure 4, C and D). Together, these data indicate that DPP4 may solidify hVSMC senescence at least in part by promoting the viability of senescent cells.

### Senescent hVSMCS secrete procoagulation and complement factors that are suppressed by DPP4 inhibition.

To gain a deeper understanding of the mechanism by which DPP4 inhibition affects senescent VSMC viability, we considered the rise in DPP4 enzymatic activity with senescence (Figure 1E). We performed mass spectrometry analysis on the conditioned media from proliferating and senescent hVSMCs that were either untreated or treated with DPP4i (Figure 4A). Proteomic analysis revealed that hVSMCs rendered senescent by treatment with either CoCl_2_ or Doxo had a robust SASP profile that was different from that of proliferating hVSMCs, and it surprisingly featured increased secretion of many proteins related to complement and coagulation signaling, such as CFD, C4a, C7, FII, FX, and TIMP3 (Figure 4, B and C). Many studies dedicated to elucidating the SASP have concluded that the specific cell type and stimulus largely dictate the unique composition of secreted proteins (30), and hVSMCs may have a distinct SASP that is principally conserved despite the induction method. The SASP of senescent hVSMCs predominantly comprised proteins related to the coagulation cascade and complement activation pathways, according to comprehensive pathway analysis using the National Center for Advancing Translational Sciences (NCATS) BioPlanet (Figure 4D), and reinforced by Reactome network analysis (https://reactome.org/), which demonstrated an enrichment of pathways associated with hemostasis and platelet signaling (Figure 4E). STRING protein interaction analysis (https://string-db.org/) supported the pathway analyses, demonstrating a dense regulatory network of complement and coagulation factors, as determined by the KEGG database (https://www.genome.jp/kegg/pathway.html) (Figure 4F). Historically, the SASP has been widely characterized as comprising secreted proinflammatory chemokines, cytokines, and growth factors, but has recently been shown to include hemostatic factors as well, although this facet had not been evaluated in hVSMCs (31).

Next, we assessed the impact of DPP4 inhibition on the secreted protein profile of senescent hVSMCs. We focused on the proteins that showed altered abundance after DPP4i treatment in both the CoCl_2_ and Doxo groups to ensure that we captured conserved effects on senescent hVSMCs. In keeping with the above findings (Figure 4C), the levels of many coagulation and complement factors that increased by senescence were reduced after treatment with DPP4i (Figure 4, G and H). These mitigating effects support our hypothesis that DPP4 promotes senescence by cleaving extracellular proteins, triggering their activation and downstream signaling (Figure 4I). A majority of the proteins altered by DPP4i treatment are cleaved and activated throughout the complement or coagulation cascade, and these two pathways often cross communicate to activate or terminate one another (32). While the proteomic data did not conclusively identify a specific protein or set of proteins directly cleaved by DPP4, blunting the enzymatic activity of DPP4 had clear senomorphic properties to weaken the SASP of senescent hVSMCs, which may also contribute to reduced senescent cell viability.

To validate the proteomic results, we employed a combination of extracellular and intracellular analyses. Using multiplexed ELISA, we were able to quantify several complement and coagulation factors in the conditioned media from the proliferating and senescent hVSMCs treated with DPP4i. The results were consistent with the mass spectrometry data, demonstrating reductions in most complement factors (C2, C5A, C9) and a coagulation factor (FIII) as a result of DPP4 inhibition (Figure 5A and Supplemental Figure 5A).

Despite our expectation that modulating DPP4 would not alter intracellular levels of complement and coagulation factors, we analyzed their expression levels as an indirect consequence of DPP4 silencing or inhibition. Surprisingly, the levels of mRNAs encoding complement and matrix remodeling factors (C2, C5, CFB, CFD, TIMP3) and coagulation factors (FII, FX) were largely elevated by senescence induction, while silencing DPP4 (Supplemental Figure 5, B and C) or treatment with DPP4i (Figure 5, B and C) reduced their abundance. These results suggest that loss or inhibition of DPP4 disturbs autocrine and paracrine signaling that may control the production of complement and coagulation factors in senescent cells. We focused on 2 key factors in the coagulation cascade that were suppressed by DPP4 inhibition in senescent hVSMCs, TIMP3 and FX; FX is critical for FII activation, and FII is central to many downstream signaling pathways such as platelet activation, fibrin clotting, and eventual complement activation (33). As shown by Western blot analysis, the intracellular levels of FX and TIMP3 greatly increased in cells rendered senescent by CoCl_2_ or Doxo, and these elevations were reduced when DPP4 was silenced (Supplemental Figure 5D) or inhibited (Figure 5D). Finally, after confirming that DPP4i conveys senomorphic properties by suppressing complement and coagulation factors secreted by senescent VSMCs, we measured the presence of such proteins in people with low and high FRS from the BLSA. Participants with high risk for cardiovascular disease displayed increased serum levels of several factors secreted by senescent cells, including FXIV, MMP1, and C5A (Figure 6A). These results were bolstered by mass spectrometry analysis of human aortic tissue from older people, where we found that regions with atherosclerotic lesions were enriched for DPP4 and coagulation factor FXIIIA, suggesting that DPP4 is present and potentially functional with age in regions of senescence, despite remaining unchanged in serum (Figure 6B). Together, these results support a role for DPP4 linking cell senescence to complement and coagulation cascades in vascular disease.

### Coagulation factors mediate the senomodulatory effects of DPP4i in senescent hVSMCs.

To elucidate the impact of complement and coagulation factors on the viability and trajectory of senescent hVSMCs, we silenced 17 of the top DPP4 targets identified in our mass spectrometry data using specific siRNAs and screened for changes in cell viability following senescence induction. We imaged and counted cells 48 hours after Doxo treatment, a time frame in which cell-fate decisions between senescence and apoptosis are apparent (34). Silencing 4 coagulation-related factors, FII, MMP1, PLAT, and SERPIND1, significantly reduced cell viability to near or below 50% (Figure 6C and Supplemental Figure 6A). Reducing the levels of complement factors did not immediately affect cell viability, although silencing CFD unexpectedly permitted cells to escape senescence and resume proliferation (Figure 6C). Cell-viability measurements 72 hours after inducing senescence indicated that silencing complement factors required more time to trigger cell death (Supplemental Figure 6B). These results indicate that inhibiting DPP4 has a dual effect; on the one hand, it causes moderate senolysis, and on the other, it reduces the production of downstream coagulation and complement factors.

Given the essential role of thrombin (FII) as an activator of procoagulation and complement pathways and its strong effect on senescent cell viability (Figure 6C), we considered whether its pharmacological inhibition would cause similar or stronger effects than DPP4i. We tested this possibility by incubating proliferating and senescent hVSMCs with dabigatran (Dab), a reversible and selective thrombin inhibitor (35). Simultaneous treatment of Dab with Doxo for 7 days modestly increased cell death (Figure 6D) and reduced expression of FX, a representative of the coagulation factors induced by senescence but suppressed by DPP4 inhibition (Supplemental Figure 6C). While both Dab and DPP4i moderately induced senescent cell death, the combination of both drugs synergistically increased caspase-3 and -7 activity and reduced senescent cell viability. To further confirm that this effect was mediated by apoptosis, we concurrently administered a pan-caspase inhibitor, ZVAD-FMK, along with Dab and DPP4i. The caspase inhibitor rescued senescent cells from apoptosis and reduced caspase activity to near control levels (Figure 6, D and E). These results support the hypothesis that coagulation and complement factors can act locally to enhance the viability of senescent hVSMCs and that inhibiting or removing specific elements of these pathways may improve senolytic efficacy.

### Inhibition of DPP4 in the Ldlr^–/–^ mouse model of atherosclerosis reduces senescent cell burden.

In light of previous findings that treatment of atherosclerotic mice with DPP4 inhibitors such as anagliptin had beneficial effects on disease progression, we sought to expand our investigation to a mouse model (29). Importantly, in some studies, the positive effects of these drugs are completely independent of DPP4’s canonical role in glucose metabolism (13), highlighting the need to explore other mechanisms by which DPP4 functions in atherosclerotic vascular diseases. To determine the effect of DPP4 inhibition on senescent cells in atherosclerosis, we adopted the atherosclerosis model of *Ldlr^–/–^* mice fed a HFD and simultaneously administered DPP4i or a vehicle control by oral gavage 5 days per week for 16 weeks or fed a ND (Figure 7A). To address the effects of DPP4i, we first measured DPP4 activity in the serum; as expected, DPP4 activity increased with HFD, but was significantly reduced upon treatment with DPP4i (Figure 7B). We next measured the effect of DPP4i on coagulation by measuring the tail-bleeding time to cessation. Strikingly, atherosclerotic animals (HFD) had faster clotting times compared with control mice (ND), and treatment with DPP4i rescued this result, increasing tail-bleeding times significantly (Figure 7C). Inhibiting DPP4 activity did not change the abundance of circulating DPP4 in serum, although it did reduce the levels of GDF15, a conserved SASP factor and cardiovascular disease biomarker that increased with HFD. Importantly, the levels of SERPINE1, another conserved SASP factor and coagulation component that was most significantly elevated in atherosclerotic mouse serum in our panel, was also reduced by DPP4i treatment (Figure 7D). While other SASP factors did not change significantly, TIMP1, MMP12, CXCL1 (a known DPP4 target in mice), CCL3, and VEGF all displayed a similar trend, increasing with HFD and declining with DPP4i treatment (Supplemental Figure 6D) (36). These findings reinforce the senomorphic properties of DPP4i and provide evidence that the global beneficial effects of DPP4i are not limited to the local atherosclerotic niche.

Next, we evaluated aortic root sections for morphology by H&E staining, SA–β-gal activity, and lipid deposition (Oil Red O) (Figure 7E). As a surrogate marker of senescence, SA–β-gal activity increased with HFD and declined with DPP4i treatment (Figure 7F). Although we did not find reductions in atherosclerotic plaque burden in mice in the HFD group when comparing treatment with DPP4i relative to no treatment, as assessed by staining with Oil Red O (Figure 7G), there was an important reduction in the necrotic core thickness and area as well as an increase in cap thickness after DPP4i treatment, as measured by H&E staining (Figure 7, H and I and Supplemental Figure 6E). These findings suggest that DPP4 and its downstream targets may exert their influence on plaque stability rather than plaque buildup. This possibility was further supported by immunofluorescent staining of the aortic roots, where we observed that mice in the HFD group displayed increased signals for senescence marker p21 (40%) and for FX (32%) as well as double-positive (20%) cells around necrotic core areas, while DPP4i-treated mice featured fewer p21 (11%), FX (13%), and double-positive (8%) cells (Figure 7J). These data show that DPP4i reduces circulating SASP coagulation factors SERPINE1 and GDF15, necrotic core thickness and area, and the percentage of senescent cells harboring coagulation factors (p21- and FX-positive cells) around the necrotic core, all of which contribute to plaque vulnerability (37–40). These results support our hypothesis that DPP4i improves plaque stability in mouse atherosclerosis by suppressing senescence-associated coagulation.

### Inhibition of DPP4 in the Ldlr^–/–^ mouse model of atherosclerosis alters the composition of aortic cells.

Next, we assessed the composition of cells in the aorta as a result of DPP4 inhibition using single-cell RNA sequencing (scRNA-Seq) and DPP4 cellular indexing of transcriptomes and epitopes by sequencing (CITE-Seq) analyses (41). 

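Aortas of Ldlr–/– mice fed a normal diet (ND), a high-fat diet (HFD) or an HFD with the DPP4 inhibitor vildagliptin (HFD+DPP4i) for 16 weeks were digested to single cells. Each condition had 1 male and 1 female pool, and the methods give the aortas of 3 mice per pool. The legend of Fig. 8D gives another n, and the pool was taken as the replicate here. Cells were stained with an antibody against DPP4 (CD26) that carries the fluorophore APC, and then with a secondary antibody against APC that carries an oligonucleotide tag, the antibody-derived tag (ADT). Each cell therefore has a count of unique transcript molecules (UMIs) per gene and a count of ADT UMIs. The authors made these counts with Cell Ranger 6.1.1 on the mm10 reference and deposited them without normalization, with 1 matrix per pool. Of 16820 cell barcodes, 15890 had at least 200 genes and under 20.0% mitochondrial UMIs and were kept. The ND pools held 3312 male and 1505 female cells, the HFD pools 3837 and 1322, and the HFD+DPP4i pools 2546 and 3368. Gene UMIs per pool ranged from 9600007 to 28130443, and the median per cell ranged from 2319 in the ND male pool to 6337.5 in the HFD+DPP4i female pool. Median ADT UMIs per cell, over the 2 pools of a condition, averaged 45.0 ± 5.66 (SD) in ND, 108.5 ± 13.4 in HFD and 99.0 ± 31.1 in HFD+DPP4i. The sex labels were checked with Xist, which is expressed from the inactive X chromosome, and with Ddx3y on the Y chromosome. Xist stood at 5.20 to 5.77 UMIs per 10000 in the female pools and at 0.0059 to 0.441 in the male pools. Ddx3y stood at 0.640 to 0.661 in the male pools and at 0.0214 to 0.156 in the female pools. Numbers of cells per class, and gene counts summed per class and pool, were compared by edgeR's quasi-likelihood test with sex and condition as terms. A single value, such as a share, was compared by a two-sided exact permutation test over pools, in which 2 pools against 2 cannot give a p below 0.3333. Gene positions are those of GRCm38 in the GENCODE vM21 annotation.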

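Endothelial-like cells were the most numerous class over the 6 pools, with 4452 cells, followed by B cell-like (2782), T cell-like (1500) and neutrophil-like cells (1345). VSMC-like cells were few, with 252 cells, and were led by Acta2, Myh11, Tagln, Tpm2 and Myl9, genes of the contractile apparatus. Fibroblast-like cells (942) were led by C7 and Lama2, and macrophage-like cells (810) by the complement genes C1qa, C1qb and C1qc. Dendritic-like cells (475) comprised a cluster led by Flt3, the receptor of a growth factor of dendritic cells, and a cluster of 46 cells led by Siglech, a marker of plasmacytoid dendritic cells. Proliferating cells formed a group of 360 cells led by Arpp21, Dntt and Rag1, genes of lymphoid progenitors, and a group of 206 cells led by Pclaf and Hist1h1b. Of these 206 cells, 159 came from the HFD male pool, as did 98 of the 111 plasma cell-like cells, led by Jchain. The remaining named classes were NK or innate lymphoid-like (649), monocyte-like (223), erythrocyte-like (213), Schwann-like (159) and mast cell or basophil-like cells (33). The cells fell into 27 clusters at a Leiden resolution of 0.8, which were named from 19 marker lists and gave 15 named classes. Of the 239 marker genes, 237 were in the feature list. The naming rule gave no name to 4 clusters, which were left unnamed. In 3 of them none of the 10 leading genes was a marker, and in the other 1 was, from a list whose markers as a whole did not lead. A cluster of 764 cells without a marker among its 10 leading genes was named endothelial-like from the level of the markers as a whole. Their leading genes were Ctla2a and Rflnb (628 cells), Retnla and Lyz1 (588 cells, 397 of them from the ND male pool), Rgs5 and Postn (145 cells), and Gm19265 and Abcb10 (17 cells). Leading genes of clusters were chosen after their values were seen.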

We identified 11 cell types defined by 21 clusters of aortic cells using cell type–specific markers for all major cell types as defined in the literature (42–45) (Figure 8A, Supplemental Figure 7 and Supplemental Figure 8, A and B). 

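Dendritic-like cells carried the most DPP4 by both measures, with a mean ADT value of 1.99 ± 0.362 (SD, n = 6 pools) and 3.33 ± 0.685 Dpp4 UMIs per 10000. B cell-like cells followed in Dpp4 mRNA with 1.07 ± 0.213 UMIs per 10000 and an ADT value of 0.898 ± 0.167, and T cell-like cells had 0.810 ± 0.136 and 0.779. Fibroblast-like cells also held Dpp4 mRNA, at 0.828 ± 0.307 UMIs per 10000, with an ADT value of 0.705. Endothelial-like cells had an ADT value of 0.777 ± 0.128, close to that of T cell-like cells, but 0.0095 Dpp4 UMIs per 10000. They comprised 3 clusters, of which the one led by Vwf and Plvap (560 cells) had a median of 252.5 ADT UMIs at 12411 gene UMIs per cell, and the others (3128 and 764 cells) had medians of 88.0 and 92.0 ADT UMIs at 4799 and 5609 gene UMIs. VSMC-like cells had an ADT value of 0.634 ± 0.131 and 0.0395 Dpp4 UMIs per 10000, from 8 UMIs in all. Dpp4 (ENSMUSG00000035000), which encodes the dipeptidyl peptidase on the cell surface, lies on the minus strand of chromosome 2 from 62330073 to 62412231. ADT values are centered log-ratios (CLR) over the cells of all pools together, and antibody that binds without DPP4 raises them too. Neutrophil-like cells, the class set to give the background of both measures, had an ADT value of 0.486 ± 0.176 and 0.0248 Dpp4 UMIs per 10000. A Dpp4 UMI was found in 80.6% of dendritic-like, 29.3% of B cell-like, 29.1% of T cell-like and 16.3% of fibroblast-like cells, at median depths of 7882, 4097, 5475 and 5950 UMIs per cell. In neutrophil-like cells the share was 0.967% at a median of 5068 UMIs, and the 0.359% of endothelial-like cells, at 5269 UMIs, lay below this background. The share in VSMC-like cells was 2.38% at a median of 9287.5 UMIs. In all, 2242 cells (14.1%) held 5198 Dpp4 UMIs, of which 39.4% were in B cell-like and T cell-like cells and 31.8% in dendritic-like cells. Across cells, which are not independent replicates, the ADT value correlated with Dpp4 mRNA at r = 0.33 and with the log10 of the total UMIs per cell at r = 0.39.

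**Figure D1:**
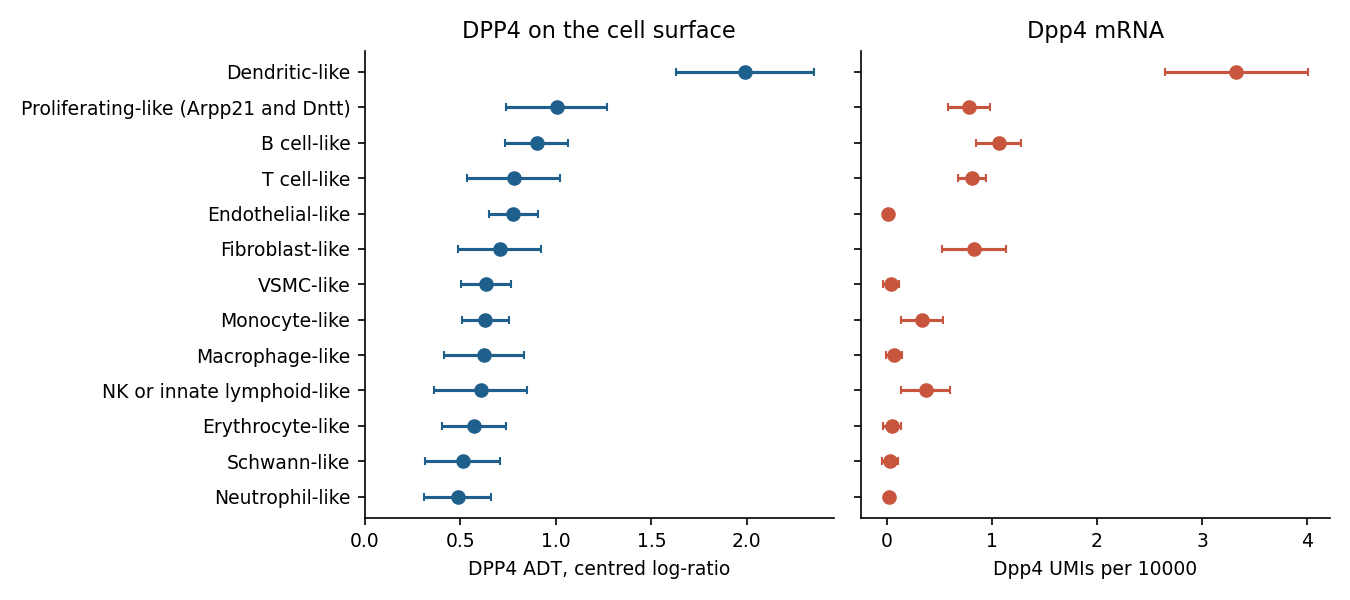
DPP4 ADT as centered log-ratio (left) and Dpp4 UMIs per 10000 (right) for each class of aortic cells. Points are means and bars are SD over the pools with at least 10 cells of the class. Dendritic-like cells stand apart at 1.99 and 3.33, while endothelial-like cells, at 0.777, lie near 0 for Dpp4 mRNA.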

We visualized total *Dpp4* mRNA expression levels as well as the levels of DPP4 protein distribution on the cell surface in all cells (Figure 8, B and C). Surprisingly, HFD did not increase the levels of DPP4 expressed on the cell surface per cell, but instead it increased the number of cells expressing DPP4 on their surface; treatment with DPP4i decreased the number of DPP4-positive cells (Figure 8D). 

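More cells lay above the DPP4 ADT threshold in HFD than in ND, with 82.8% ± 3.17 (SD, n = 2 pools) against 36.2% ± 4.10. The difference of 46.6 percentage points was larger than the spread between pools and held in both sexes, at 51.8 points in males and 41.5 in females (two-sided exact permutation test, p = 0.3333, the smallest that 2 pools against 2 allow). In HFD+DPP4i the share was 80.8% ± 21.6, and the sexes moved apart. It was 19.5 points lower than in HFD in males, from 85.0% (95% Wilson confidence interval 83.9 to 86.1) to 65.6% (63.7 to 67.4). In females it was 15.6 points higher, from 80.6% (78.3 to 82.6) to 96.1% (95.4 to 96.7). Per DPP4-positive cell, the ADT level was 219.8 ± 37.5 UMIs in ND, 179.0 ± 3.36 in HFD and 203.5 ± 11.0 in HFD+DPP4i. HFD was thus lower than ND by a mean of 40.8 UMIs, in both sexes, and HFD+DPP4i was 24.5 UMIs higher than HFD, in both sexes (p = 0.3333 each from the same exact test). These directions depend on the threshold, and HFD was 53.6 UMIs higher than ND with the log-ratio taken within each pool, and 83.9 higher with the threshold from neutrophil-like cells. Without lymphoid cells, HFD was 5.49 UMIs higher than ND, and HFD+DPP4i against HFD was −29.4. Dpp4 mRNA did not pass edgeR's test in dendritic-like cells, the class richest in it, with a log2 fold change of 0.34 between HFD and ND (adjusted p = 0.609). A cell was called DPP4-positive at a CLR value above 0.5, the dashed line of Fig. 8D, since the article's text does not name a threshold and its Supplemental Methods were not among the sources used. Neutrophil-like cells, which hold Dpp4 mRNA at background only, passed the same threshold at 2.62% ± 3.71 in ND, 53% ± 7.17 in HFD and 66.6% ± 38.2 in HFD+DPP4i. With the threshold set in each pool at the 95th percentile of its neutrophil-like cells, the share was 42.3% ± 12.8 in ND, 36.3% ± 1.85 in HFD and 31.2% ± 2.10 in HFD+DPP4i. HFD then stood 4.36 points above ND in males and 16.3 points below it in females.

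**Figure D2:**
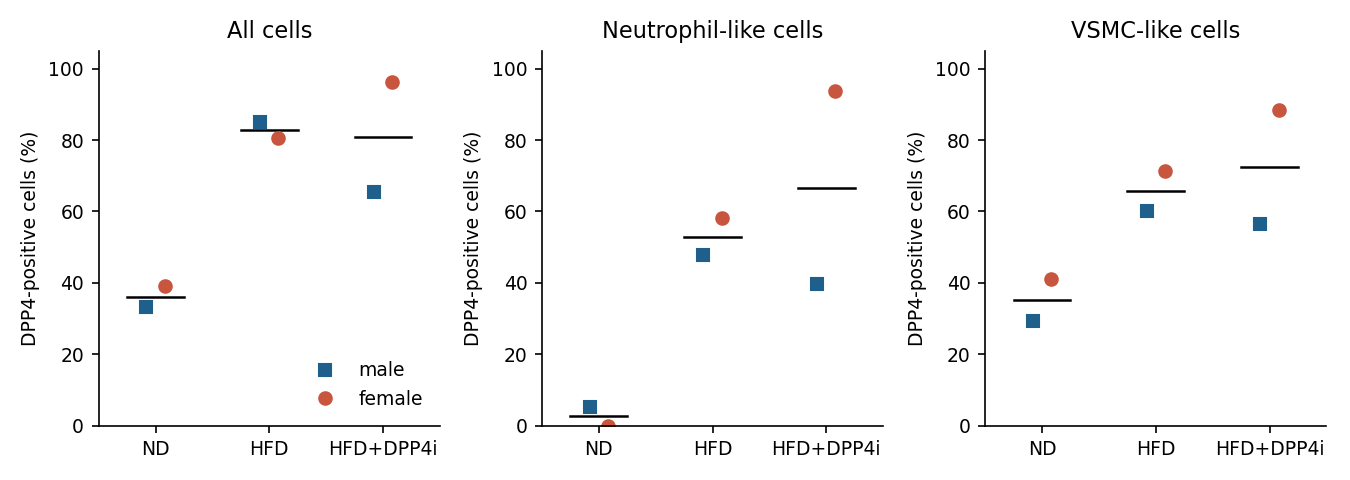
DPP4-positive cells, in percent, among all cells, neutrophil-like cells and VSMC-like cells of each pool in ND, HFD and HFD+DPP4i. Squares are male pools, circles are female pools and lines are means of 2 pools. In all cells the HFD pools lie at 85.0 and 80.6, above the ND pools at 33.3 and 39.1, and the neutrophil-like cells rank the conditions ND, HFD and HFD+DPP4i by their means.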

Reactome pathway analysis of transcripts with positive correlation to all DPP4-positive cells (*R* > 0.2) revealed that 4 of the top 10 pathways were associated with hemostasis and platelet activation; other relevant pathways included extracellular matrix organization and cellular communication, also related to DPP4 signaling in senescent cells (Figure 8E). 

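Over all cells, the transcripts that correlated with DPP4 on the cell surface were mainly those of the translation machinery. Over all cells, 126 of 13469 genes correlated with the DPP4 ADT value at R > 0.2, and 79 of these were among the 81 genes of ribosomal proteins measured. Dpp4 itself ranked first (r = 0.33), followed by Flt3 (r = 0.28), a gene of dendritic cells. Npm1, a nucleolar protein of ribosome assembly, had r = 0.275, and the translation elongation factors Eef1b2 and Eef1a1 had r = 0.274 and r = 0.268. The ADT value correlated more strongly with the log10 of the total UMIs per cell (r = 0.39) than with any gene. No correlation was adjusted for total UMIs, so that depth or cell size is not separated from DPP4 for these genes. Within DPP4-positive cells, 33 genes passed, of which 3 encode ribosomal proteins, and Dpp4 (r = 0.306) and Flt3 (r = 0.299) were among them. The genes of ribosomal proteins still had a median r of 0.174 there, under the threshold, against 0.0235 over all genes. By the mean of the correlations within each class, Dpp4 alone passed (r = 0.202). No member of the lists of coagulation and fibrinolysis (24 genes measured), platelet activation and degranulation (56) or extracellular matrix (60) passed R > 0.2 over all cells. The paper's pathways came from Reactome, which was not run here, and these lists need not hold the same genes. Serpine1 had r = −0.0229 and Fn1 r = −0.0371. Among the 20 genes of the list of immune genes in VSMCs and the 12 of senescence markers, 1 each passed, which were the antigen presentation gene H2-Eb1 (r = 0.2005) and Dpp4 itself. The list of immune genes in VSMCs was enriched in some other settings, with 6 of 20 genes by Spearman's correlation (adjusted p = 0.000129 from Fisher's exact test) and 4 of 20, Cd74 and 3 genes of MHC class II, by the mean of the correlations within each pool (adjusted p = 0.000584). Not all settings went this way. H2-Eb1 fell under the threshold with ADT UMIs on a plain log scale (r = 0.191), within DPP4-positive cells (r = 0.172) and by the mean within each class (r = 0.0534). Within a cell type, genes of hemostasis passed too, beside 77 of the 81 genes of ribosomal proteins in endothelial-like and 78 in VSMC-like cells. Within endothelial-like cells, 270 genes passed, with 5 of 24 genes of coagulation and fibrinolysis (adjusted p = 0.000776 from Fisher's exact test) and 5 of 56 of platelet activation (adjusted p = 0.0207). Genes of the extracellular matrix (5 of 60, adjusted p = 0.0238 from the same exact test) and of endothelial activation (6 of 15, adjusted p = 6.3e-06) were enriched there too. The genes with the highest r there, Vwf (0.421) and Plvap (0.402), lead the cluster of large endothelial-like cells with the most ADT, so that cell size and cell kind are not separated from DPP4. Within VSMC-like cells, 1157 genes passed, with 18 of 56 genes of platelet activation (adjusted p = 6.2e-06 from Fisher's exact test) and 7 of 24 of coagulation (adjusted p = 0.0127). The most enriched list there was oxidative phosphorylation (17 of 27, adjusted p = 6.0e-11 from the same exact test), and the interferon response had 10 of 21 (adjusted p = 2.5e-05). The extracellular matrix list had 8 of 60 there (adjusted p = 0.280 from the same exact test). The cell junction genes that passed there included Cdh5 and Cldn5 of endothelial cells (8 of 29, adjusted p = 0.0116 from the same exact test). These tests count genes within the cells of all pools, and neither genes nor cells are independent replicates. Correlations within DPP4-positive cells and within single classes were added after the values over all cells were seen.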

Inhibition of DPP4 greatly influenced the composition of cells in the aorta, reducing the immune cell populations and restoring cells that are vital for arterial homeostasis (i.e., VSMCs, endothelial cells, and fibroblasts) (Supplemental Figure 8C). These results confirm a general antiinflammatory effect previously observed in atherosclerotic mice treated with DPP4i (46).

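Immune cells made up 77.8% ± 19.7 (SD, n = 2 pools) of aortic cells in HFD, against 40.5% ± 11.3 in ND and 46.0% ± 14.0 in HFD+DPP4i. B cell-like cells accounted for most of this, with 4.91% ± 0.667 in ND, 33.8% ± 20.1 in HFD and 7.87% ± 1.93 in HFD+DPP4i, and T cell-like cells stood at 4.53% ± 0.298, 15.6% ± 9.35 and 5.34% ± 1.67. Vascular cells ran the other way, with 50.3% ± 16.3 in ND, 17.8% ± 17.2 in HFD and 46.4% ± 12.4 in HFD+DPP4i. Endothelial-like cells stood at 42.3% ± 23.3, 14.9% ± 15.4 and 35.8% ± 17.0, and VSMC-like cells at 1.44% ± 0.440, 0.925% ± 0.939 and 2.5% ± 0.30. Fibroblast-like cells stood at 6.52% ± 6.58, 1.96% ± 0.860 and 8.16% ± 4.23. From HFD to HFD+DPP4i, the immune share was 35.8 percentage points lower in males and 27.7 lower in females, and the vascular share was 31.9 and 25.3 points higher (two-sided exact permutation test, p = 0.3333 each, the smallest that 2 pools against 2 allow). By edgeR's test over 20 classes, 3 classes rose in HFD against ND. These were B cell-like cells (log2 fold change 2.65, standard error 0.94, adjusted p = 0.0433), plasma cell-like cells (6.14, adjusted p = 0.000868) and the proliferating cells led by Pclaf and Hist1h1b (6.93, adjusted p = 0.000868). The call for B cell-like cells was lost with no replicate block (log2 fold change 2.78, adjusted p = 0.0536) and with doublets removed (2.65, adjusted p = 0.0511). The unnamed cells led by Retnla and Lyz1 fell (−3.81, standard error 1.38, adjusted p = 0.0433). Between HFD+DPP4i and HFD, plasma cell-like cells fell (−3.82, standard error 1.09, adjusted p = 0.0224) and no other class passed, while 5 of 20 had an unadjusted p under 0.05. These counts depend on single pools, with 0 classes in either contrast without the ND male, ND female, HFD+DPP4i male or HFD+DPP4i female pool (at most 4 at an unadjusted p under 0.05), and 12 and 11 classes without the HFD female pool. Without the latter, endothelial-like (2.5), VSMC-like (3.45) and fibroblast-like cells (3.42) were called higher in HFD+DPP4i than in HFD. With all pools, the log2 fold changes were −2.04 (standard error 0.91) for B cell-like, 1.65 (0.74) for endothelial-like, 1.66 (1.19) for VSMC-like and 1.79 (1.17) for fibroblast-like cells. Without the lymphoid classes, an alternative added after the values were seen, the immune share was 30.2% in ND, 45.6% in HFD and 32.6% in HFD+DPP4i. Shares sum to 100, so that a gain in B cell-like cells lowers the share of every other class. From the lower share of immune cells with DPP4i, the paper concludes that the inhibitor had a general antiinflammatory effect, and it states that VSMCs, endothelial cells and fibroblasts were restored.

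**Figure D3:**
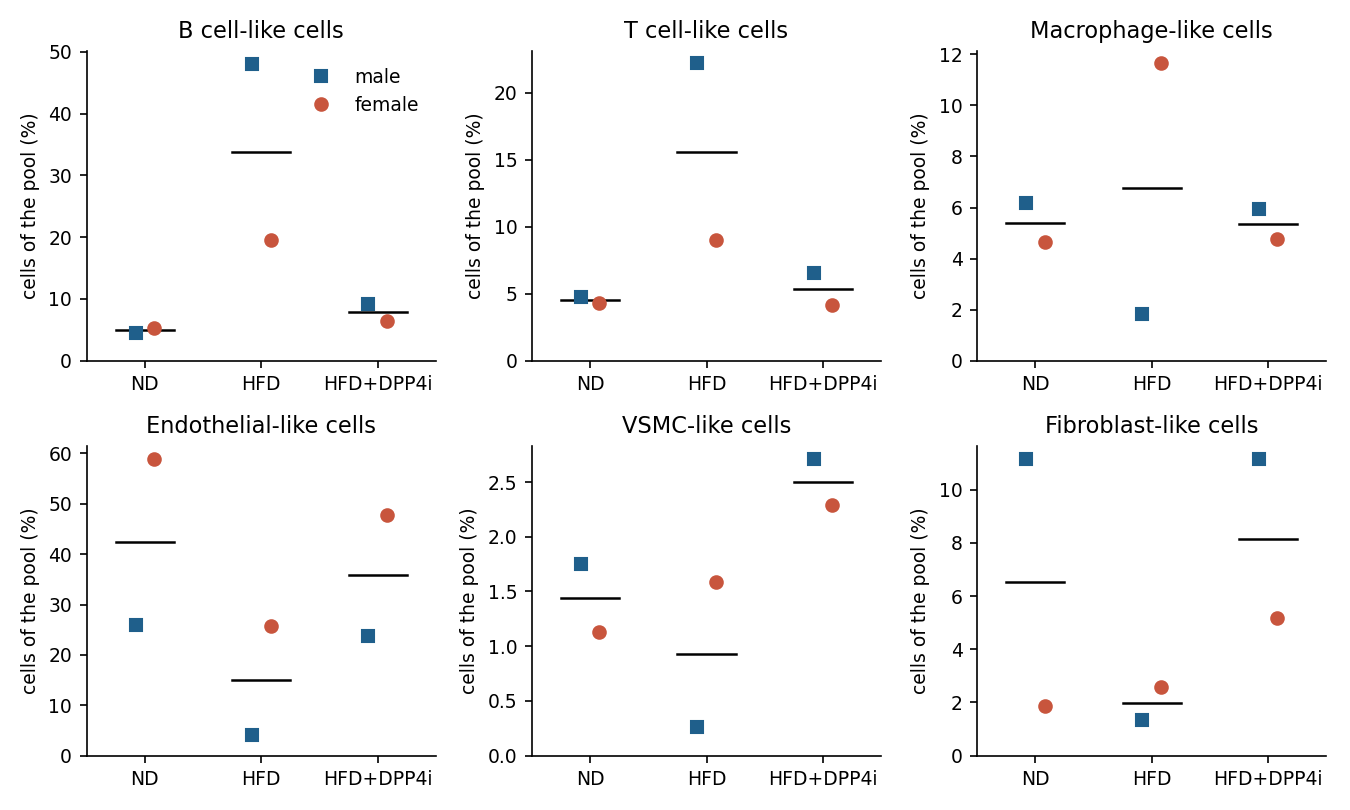
Share of the cells of each pool, in percent, for 6 classes in ND, HFD and HFD+DPP4i. Squares are male pools, circles are female pools and lines are means of 2 pools. B cell-like and T cell-like cells are highest in the HFD male pool, and VSMC-like and fibroblast-like cells of the HFD female pool lie above those of the ND female pool.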

DPP4 is ubiquitously expressed in many cell types, especially T and B cells (22, 47). To further clarify the role of DPP4, we analyzed the VSMC clusters to determine subpopulations altered by HFD and DPP4i treatment (Figure 8, F and G and Supplemental Figure 9A). 

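The VSMC-like cells fell into a contractile part, a part rich in matrix genes and a part with endothelial genes. The first part, 97 cells, held the contractile genes Tagln at 83.3 ± 36.1 (SD over 5 pools with at least 4 cells), Acta2 at 81.9 ± 30.3 and Myh11 at 41.2 ± 18.4 UMIs per 10000. In the other VSMC-like cells of the same pools these stood at 12.9, 21.7 and 7.94. The second part, 83 cells, held Spp1, which encodes osteopontin, at 67.0 ± 109 UMIs per 10000, against 0.548 in the other VSMC-like cells, higher in 4 and lower in 1 of 6 pools. Its matrix genes Fn1 (32.9 ± 29.3 against 10.8) and Lum (12.4 ± 11.2 against 3.05) were higher in 5 of 6 pools. The third part, 72 cells, had few contractile transcripts, with 5 UMIs of Myh11 against 5842 in the other VSMC-like cells. It held genes of endothelial cells instead, with Pecam1 at 15.8 UMIs per 10000 over its cells, against 0.480 in the other VSMC-like and 10.5 in endothelial-like cells. The junction genes Cdh5 (5.01 against 0.0447 and 11.2) and Cldn5 (4.26 against 0.0838 and 8.19) and the hemostatic gene Vwf (2.06 against 0.156 and 2.94) ran the same way. Kdr, a receptor of vascular endothelial growth factor, stood at 0.451, between 0.0391 in the other VSMC-like and 8.51 in endothelial-like cells. Myh11 (ENSMUSG00000018830) lies on chromosome 16 from 14194535 to 14291372, and Spp1 (ENSMUSG00000029304) on chromosome 5 from 104435118 to 104441050. Spp1, Lum and the endothelial genes were chosen after their values were seen. Reclustering used the 252 VSMC-like cells without the ADT, at a resolution of 0.5, and gave 3 subclusters (3 also at 0.3 and 4 at 0.8). The numbers of VSMC-like cells per pool were 58 and 17 in ND, 10 and 21 in HFD and 69 and 77 in HFD+DPP4i, male and female.

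**Figure D4:**
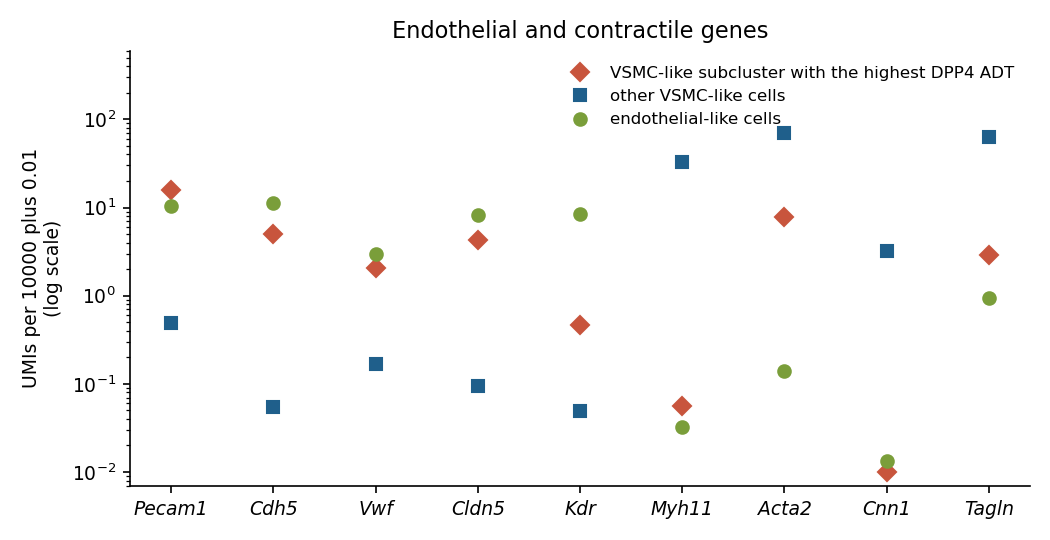
UMIs per 10000, plus 0.01 and on a log scale, of 5 endothelial and 4 contractile genes in the VSMC-like subcluster with the highest DPP4 ADT (diamonds), the other VSMC-like cells (squares) and endothelial-like cells (circles), each summed over cells. Pecam1 stands at 15.8 in the subcluster and 0.480 in the other VSMC-like cells, and Myh11 at 0.0461 and 32.6.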

Combining and reclustering all VSMCs unveiled 6 subclusters defining VSMC subtypes (Figure 8H and Supplemental Figure 9, A and B). 

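DPP4 on the surface of VSMC-like cells was highest in the subcluster of 72 cells with endothelial genes. Its mean ADT value was 0.836 ± 0.226 (SD, n = 5 pools with at least 4 cells), against 0.609 ± 0.189 (n = 6) in the subcluster rich in Spp1 and matrix genes and 0.547 ± 0.162 (n = 5) in the contractile subcluster. It exceeded the other VSMC-like cells of the same pool in 5 of 5 pools, by 0.266 ± 0.196 (SD). Of its cells, 50 (69.4%) were DPP4-positive, and the contractile subcluster, with 97 cells, held 62 positive cells. The subcluster rich in Spp1 held 40 positive cells and exceeded the other VSMC-like cells in 3 of 6 pools. No Dpp4 UMI was found in the 72 cells, which allows up to 0.0276 UMIs per 10000. This limit counts 3 UMIs of 1085700, and dendritic-like cells held 3.44 UMIs per 10000 by the same sum over cells. Endothelial-like cells stood at 0.00699, below this limit. The subclusters also differed in depth, with a median of 11459.5 UMIs per cell in the one with endothelial genes, 8998 in the contractile one and 6202 in the one rich in Spp1. Because the paper's labels of single cells are not in the sources used, the subcluster with the highest ADT value was set beside its cluster 4. The subcluster with the highest mean level of Ptprc, Cd74 and Ltb, which was the one rich in Spp1, was set beside cluster 5. That mean was 0.665 UMIs per 10000, close to 0.605 in the subcluster with endothelial genes, which held more Ptprc (0.442 against 0.271). The second match rests on few transcripts and moves to the subcluster with endothelial genes without the ND male pool.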

Within these subclusters, cluster 4 exhibited the highest expression and largest number of DPP4-positive cells, and cluster 5 also demonstrated DPP4 cell-surface enrichment (Figure 8H, far left on heatmap). 

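Ptpre, a protein tyrosine phosphatase, and the inflammatory caspase Casp4 were higher in the subcluster beside cluster 4 than in the other VSMC-like cells in 5 of 5 pools. Ptpre stood at 1.21 ± 0.446 (SD, n = 5 pools) against 0.106 UMIs per 10000, and Casp4 at 0.888 ± 0.675 against 0.351. Upp1, uridine phosphorylase and a target of p53, had 64 UMIs in the subcluster and 0 in the other VSMC-like cells, and was higher in 4 of 5 pools. Its mean level in the subcluster was 0.508 UMIs per 10000. Mdm2, the ubiquitin ligase that limits p53, was higher in 2 of 5 pools, with 0.838 ± 0.780 against 1.56. Bcl2l2, which protects cells from apoptosis, was higher in 1 of 5 pools, with 0.149 against 0.234. Upp1 (ENSMUSG00000020407) lies on chromosome 11 from 9118103 to 9136170, Ptpre (ENSMUSG00000041836) on chromosome 7 from 135537481 to 135686293, and Casp4 (ENSMUSG00000033538) on chromosome 9 from 5308828 to 5336783. Other genes that Fig. 8H gives for this subcluster include Icam1, an adhesion molecule for leukocytes, at 1.70 ± 0.863 against 0.121, and Plaur, the urokinase receptor, at 0.967 against 0.0622, both higher in 5 of 5 pools. Pdgfb, which encodes a growth factor of VSMCs, stood at 2.31 against 0.223 and was also higher in 5 of 5 pools. Levels are means over pools with at least 4 cells of the subcluster, each beside the other VSMC-like cells of that pool, and were compared without a test. The subcluster is the one with endothelial genes and few contractile transcripts, so that these differences need not be differences among VSMCs.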

Despite a lack of reduction in cell number by DPP4i treatment, cluster 4 featured transcriptomic patterns consistent with senescence and coagulation, including those related to p53 signaling (*Mdm2*, *Upp1*, and *Ptpre* mRNAs) and cell survival (*Casp4* and *Bcl2l2* mRNAs). Even more striking was the increased expression of mRNAs encoding complement and coagulation factors (*C3*, *Mmp14*, *Serpine1*, and *Fn1* mRNAs). 

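Serpine1, the inhibitor of plasminogen activators, stood at 6.79 ± 5.78 UMIs per 10000 (SD, n = 5 pools) in the subcluster beside cluster 4 and at 1.97 ± 1.35 in the other VSMC-like cells, higher in 4 of 5 pools. Mmp14, a membrane-bound matrix metalloproteinase, stood at 1.48 against 1.36 and was higher in 3 of 5 pools. C3, the central complement component, was lower in the subcluster, with 0.237 against 0.786, and was higher in 0 of 5 pools. Fn1, fibronectin, stood at 15.8 ± 14.2 against 27.2 ± 29.5 and was higher in 2 of 5 pools. The subcluster rich in Spp1 held more of the last 2 genes, with C3 at 1.26 against 0.172 in the other VSMC-like cells and Fn1 higher as well, each in 5 of 6 pools. For Serpine1 the spread between pools was nearly as large as the level itself. The subcluster beside cluster 4 is the one with endothelial genes and few contractile transcripts. Serpine1 (ENSMUSG00000037411) lies on chromosome 5 from 137061504 to 137072268, C3 (ENSMUSG00000024164) on chromosome 17 from 57203970 to 57228136, Mmp14 (ENSMUSG00000000957) on chromosome 14 from 54431612 to 54445364, and Fn1 (ENSMUSG00000026193) on chromosome 1 from 71585520 to 71653200.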

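In VSMC-like cells, Serpine1, Fn1, Mmp14, C3, Mdm2 and Icam1 all had higher means in HFD than in ND and lower means in HFD+DPP4i than in HFD. Counts summed over all VSMC-like cells of a pool gave Serpine1 59.4 ± 3.96 normalized counts (CPM, SD, n = 2 pools) in ND, 704.4 ± 438 in HFD and 485.2 ± 461 in HFD+DPP4i. Between HFD and ND, the log2 fold changes were 3.40 for Serpine1 (standard error 0.59, adjusted p = 0.145 from edgeR), 3.15 for Fn1 (0.48, adjusted p = 0.111) and 3.54 for Mmp14 (0.55, adjusted p = 0.111). Between HFD+DPP4i and HFD they were −0.74 (0.49) for Serpine1, −0.43 (0.43) for Fn1, −1.25 (0.38) for Mdm2, −1.20 (0.40) for Icam1 and −1.56 (0.61) for C3, each with an adjusted p of 1.00. Of the 29 genes of Fig. 8I, 18 had enough counts for the test. All 18 had a positive log2 fold change in HFD against ND, and 11 rose when adjusted over the list alone, but 0 over all 4675 genes tested. Without the ND male pool, 0 of 25 genes rose over the list alone. Between HFD+DPP4i and HFD, 16 of the 18 were negative and 0 passed over the list alone or over all genes. Over all genes, edgeR called 0 in either contrast, with 411 and 167 at an unadjusted p under 0.05, and DESeq2 called 21 and 1. Leaving out 1 pool gave from 0 genes (without the ND male pool) to 284 (without the HFD female pool) in HFD against ND. The list was chosen by the study on these samples and is not independent evidence of its direction. Within the subcluster beside cluster 4, which had too few cells per pool for a test, 26 of the 29 genes had a higher mean in HFD than in ND, 26 a lower mean in HFD+DPP4i than in HFD, and 23 both. The HFD pools stand in both comparisons, and 1000 draws without a difference between conditions gave a mean of 9.50 genes and a highest count of 19 genes with both directions. The draws were Poisson counts at the depth of each pool, independent between genes and without spread between cells or pools. The subcluster held 1 cell in the ND female pool and 5 in each HFD pool, so that 1 unusual cell can move many genes together. The draws therefore cannot tell whether 23 genes exceed chance. Of 8734 other genes at least as abundant as the scarcest of the 29, 35.5% had both directions. The 2 sexes each had both directions for 11 genes. The HFD pools held 10 and 21 VSMC-like cells, and the subcluster with endothelial genes made up 36.9% ± 18.5 of them, against 19.3% ± 19.0 in ND and 29.1% ± 8.07 in HFD+DPP4i.

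**Figure D5:**
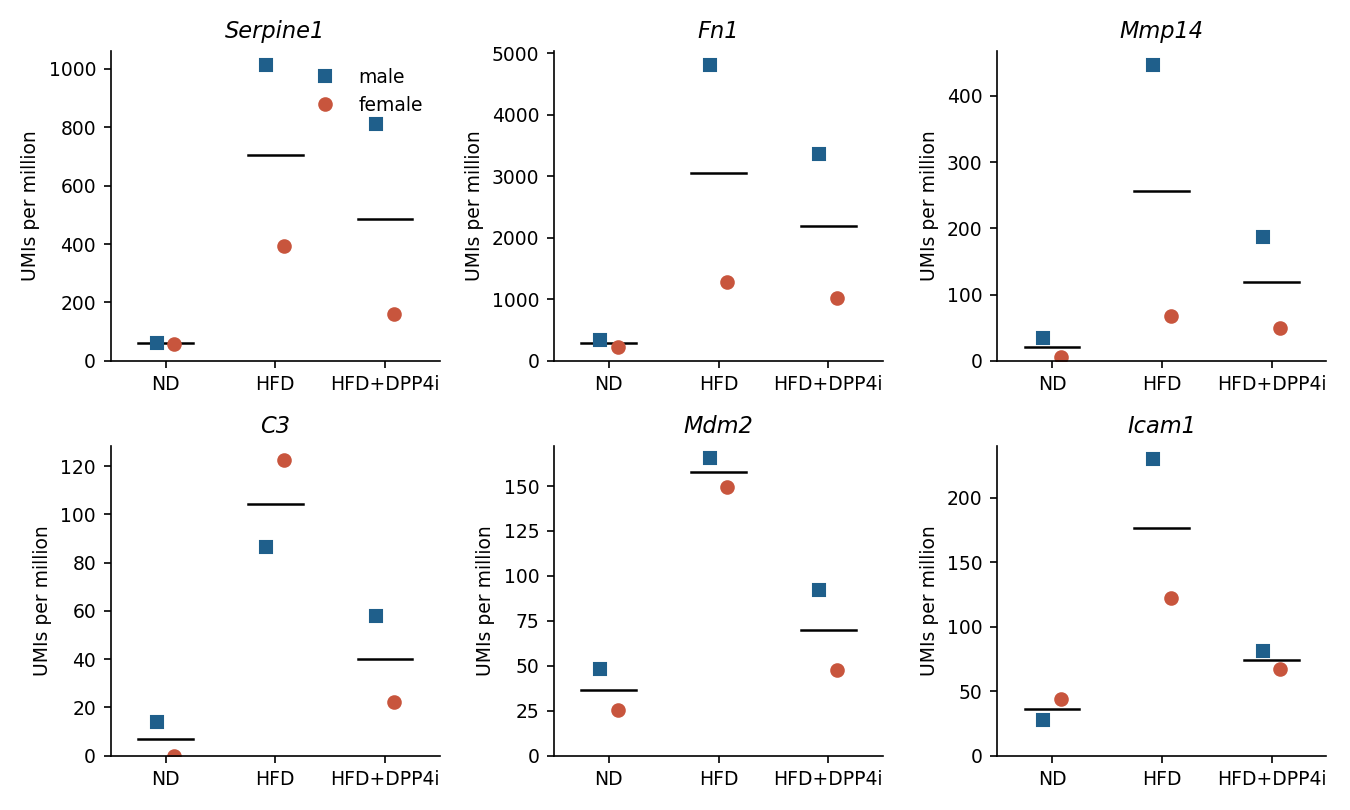
Normalized counts (CPM) of 6 genes of Fig. 8I, summed over all VSMC-like cells of each pool, in ND, HFD and HFD+DPP4i. Squares are male pools, circles are female pools and lines are means of 2 pools. Serpine1 averages 59.4 in ND, 704.4 in HFD and 485.2 in HFD+DPP4i, with the male pool above the female pool in each condition.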

Consistent with our VSMC culture model, treatment with DPP4i significantly reduced the expression levels of many mRNAs encoding proteins with roles in complement system and coagulation, cell survival, and p53-related actions that were increased in the HFD mice, strengthening the supposition that DPP4i possesses senomorphic properties to suppress the production of important SASP factors (Figure 8I and Supplemental Figure 9C). 

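The subcluster beside cluster 5, rich in Spp1 and matrix genes, made up 38.5% ± 21.2 (SD, n = 2 pools) of VSMC-like cells in ND, 31.9% ± 11.4 in HFD and 27.2% ± 12.8 in HFD+DPP4i. HFD thus lay 6.58 percentage points below ND, and HFD+DPP4i lay 4.70 points below HFD, both within the spread between pools. By edgeR's test on cells per subcluster, the log2 fold changes were −0.25 (standard error 0.48, adjusted p = 0.808) and −0.27, and 0 of 3 subclusters passed in either contrast, with 0 at an unadjusted p under 0.05. The log2 fold change of the subcluster beside cluster 4 was 0.70 in HFD against ND (standard error 0.53) and −0.29 in HFD+DPP4i against HFD. Without the ND male pool the first difference of the subcluster beside cluster 5 becomes 31.0 points, as the match then moves to the cells with endothelial genes. At resolutions of 0.3 and 0.8 the second difference is 3.93 and 6.31 points, with HFD+DPP4i above HFD.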

Cluster 5 was increased in HFD and reduced by DPP4i treatment and was the second of 2 VSMC clusters with enhanced DPP4 surface-protein expression (Figure 8G). Gene expression analysis of cluster 5 revealed a unique phenotype lacking many of the traditional smooth muscle contractile markers, such as *Acta2*, *Tagln*, and *Myh11* mRNAs, a trait shared with dedifferentiated VSMCs, and increased expression of *Cd74*, *Ptprc*, *Ltb*, and *B2m* mRNAs, which encode proteins associated with T cell recruitment and monocyte activation (Figure 8H). 

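The subcluster beside cluster 5 held fewer contractile transcripts than the contractile subcluster, and levels within the spread of all other VSMC-like cells together. Acta2, smooth muscle actin, stood at 32.5 ± 21.5 UMIs per 10000 (SD, n = 6 pools) against 39.6 ± 29.8 in the other VSMC-like cells, higher in 3 of 6 pools. Tagln, transgelin, stood at 22.4 ± 16.9 against 35.9 ± 27.5, and Myh11, smooth muscle myosin, at 17.1 ± 15.7 against 18.9 ± 17.0, each higher in 2 of 6 pools. The other VSMC-like cells include the subcluster with endothelial genes, which held Acta2 at 10.9 against 52.5, Tagln at 3.26 against 45.1 and Myh11 at 0.114 against 27.9, lower in 5 of 5 pools. Against the contractile subcluster alone, with Acta2 at 81.9, Tagln at 83.3 and Myh11 at 41.2 (n = 5 pools), the subcluster beside cluster 5 was lower in each, although the clustering itself used these genes. B2m, the light chain of MHC class I, stood at 2.26 ± 1.36 in the subcluster beside cluster 5, against 6.44 ± 2.12, and was higher in 0 of 6 pools, while the contractile subcluster held 1.77 ± 1.35. Cd74, Ptprc and Ltb served to find this subcluster and are not findings about it, and Cd74 stood at 2.48 ± 4.46 against 0.831. Acta2 (ENSMUSG00000035783) lies on chromosome 19 from 34241090 to 34255590 and Tagln (ENSMUSG00000032085) on chromosome 9 from 45929619 to 45936058.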

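Cd9, a tetraspanin of the cell membrane, and B2m were both higher in the subcluster with the highest DPP4 ADT value than in the other VSMC-like cells. That subcluster is the one with endothelial genes. Cd9 stood there at 8.43 ± 1.95 UMIs per 10000 (SD, n = 5 pools) against 5.55 ± 2.65, higher in 4 of 5 pools. B2m stood at 11.0 ± 4.67 against 1.77 ± 0.706, higher in 5 of 5 pools. In the subcluster beside cluster 5, Cd9 stood at 8.21 against 7.08 and was higher in 4 of 6 pools. Between conditions, the log2 fold changes in all VSMC-like cells were 0.15 for Cd9 and −0.13 for B2m in HFD against ND. Cd9 (ENSMUSG00000030342) lies on chromosome 6 from 125460266 to 125494791 and B2m (ENSMUSG00000060802) on chromosome 2 from 122147686 to 122153083.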

Importantly, both *Cd9* mRNA (cluster 4) and *B2m* mRNA (cluster 5) were associated with senescence, underscoring the heterogeneity of senescent cells even within a single cell type such as VSMCs (48, 49).

In summary, CITE-Seq single-cell analysis uncovered 2 VSMC subclusters expressing higher levels of DPP4 on the cell surface, and each cluster comprised a unique transcriptome associated with senescence and hemostasis (cluster 4) or inflammation and immune cell recruitment (cluster 5). 

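In VSMC-like cells, the lists of coagulation, matrix and the senescence-associated secretory phenotype (SASP) were called higher in HFD than in ND, and the contractile list lower, by camera at a preset correlation, but none with an estimated correlation. At the preset correlation, the SASP list was higher in HFD (adjusted p = 2.7e-07, and adjusted p = 0.217 with an estimated correlation, 6 of 14 genes tested past edgeR's test when adjusted over the list alone). The list of coagulation and fibrinolysis was higher (adjusted p = 1.2e-04, and adjusted p = 0.217 with an estimated correlation), with 5 of 13 genes higher and 1 lower over the list alone. The extracellular matrix list (adjusted p = 7.3e-11) had 16 of 53 genes higher and 2 lower, and the list of modulated VSMCs (adjusted p = 2.1e-10) had 7 of 21 higher. These calls of the last 2 lists had adjusted p = 0.217 each with an estimated correlation. The 20 contractile genes were lower (adjusted p = 2.4e-06, and adjusted p = 0.438 with an estimated correlation), with no member past the test. Between HFD+DPP4i and HFD the contractile genes were higher (adjusted p = 3.8e-14) and the p53 targets (adjusted p = 0.00951) and the list of coagulation and fibrinolysis (adjusted p = 0.0235) lower. Each of these had an adjusted p of 0.614 with an estimated correlation, and over the lists alone 0, 0 and 1 genes passed, the last 1 lower. The SASP list (adjusted p = 0.157) and the extracellular matrix list (adjusted p = 0.289) did not pass, and the median log2 fold change of the SASP list was 0.27 although its test pointed down. The contractile subcluster made up 42.2% ± 40.2 (SD, n = 2 pools) of VSMC-like cells in ND, 31.2% ± 30.0 in HFD and 43.7% ± 20.8 in HFD+DPP4i, so that a change in the mix of cells and a change within cells are not separated. Among contractile genes, Tagln had a log2 fold change of 1.85 (standard error 0.72), Acta2 1.43 and Myh11 1.42, none past edgeR's test over all genes. The lists that the study took from these samples for Fig. 8I, coagulation and complement (adjusted p = 5.1e-15, higher in HFD, and adjusted p = 1.9e-04, lower in HFD+DPP4i) and p53 (adjusted p = 0.00219 and adjusted p = 0.00804), are not independent evidence. These calls had adjusted p = 0.217 in HFD and adjusted p = 0.614 in HFD+DPP4i with an estimated correlation. The endothelial activation list moved with them, higher in HFD (adjusted p = 0.00215, and adjusted p = 0.217 with an estimated correlation). A list of genes induced by tissue dissociation was lower in HFD (adjusted p = 1.2e-04) and higher in HFD+DPP4i (adjusted p = 2.2e-04), with adjusted p = 0.366 and adjusted p = 0.614 with an estimated correlation.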

DPP4i affected differently each potentially senescent DPP4-positive cluster: it strongly reduced cell numbers in cluster 5, while it suppressed complement, coagulation, and p53-related gene expression in cluster 4. The results indicate that DPP4 inhibition is not strictly senolytic or senomorphic, but rather perturbs the senohemostasis maintained by DPP4. Accordingly, DPP4i curbs the complement and coagulation cascades to induce moderate senolysis and to promote beneficial gene expression in VSMCs during atherosclerosis.

## Discussion

While senescent cells possess beneficial functions in certain contexts, such as wound healing or development, there is overwhelming evidence that the accumulation of senescent cells in age-related diseases contributes to disease development or progression (50). As a result, many studies have begun to explore therapeutic avenues targeting senescent cells (senotherapies) to improve the aging process (51). In mouse models of atherosclerosis, selective removal of p16-expressing senescent cells or senolytic treatments improved plaque burden in the aorta, suggesting that senescent cells participate in key aspects of atherosclerosis (40, 52–54). The role of DPP4 in metabolic and age-related diseases originated with the discovery that this exopeptidase selectively cleaves N-terminal dipeptides, inactivating GLP-1 and thereby restoring glucose homeostasis and improving type 2 diabetes (18, 19). Subsequently, DPP4 was implicated in alleviating metabolism-related diseases such as obesity, chronic liver disease, and atherosclerosis (55–58). Interestingly, DPP4 inhibitors have been proven effective at reducing atherosclerosis in mice independently of their canonical impact on glucose metabolism, suggesting that DPP4 has important functions in nonmetabolic tissues and cells (13, 59). As mentioned, recent studies have identified DPP4 on the surface of senescent cells, and soluble DPP4 was found to trigger endothelial senescence, demonstrating that DPP4 may contribute to the development of the senescent phenotype (11, 59). In cultured cells, we found that inhibiting DPP4 on the surface of senescent VSMCs suppressed complement and coagulation programs that foment cell survival, while in mice, inhibiting DPP4 generally reduces the presence of senescent cells and factors that contribute to plaque vulnerability. A key result from our study is that downstream targets of DPP4 inhibition are elevated in people with high FRSs (Figure 6A); accordingly, future investigation of whether complement and coagulation factors are effective therapeutic targets for improving vascular disease outcomes is warranted.

In our study, the levels of *DPP4* mRNA and whole-cell and surface DPP4 protein increased in senescent hVSMCs. This rise was supported by augmented DPP4 enzymatic activity in senescent hVSMCs as well as in serum from atherosclerotic mouse and monkey models with increased senescent cell populations in tissues. Moreover, DPP4 protein abundance was also elevated in aged human, mouse, and monkey aortic tissue (Figure 1, G–L, and Supplemental Figure 2, B and C), suggesting that DPP4 increases in atherosclerosis, conditions often associated with increased senescent cells. Surprisingly, knockdown or inhibition of DPP4 in cultured senescent hVSMCs elevated caspase-3 and -7 activity and led to increased death of senescent cells (Figure 2, C and F). While DPP4 inhibition does not appear to be strongly senolytic, it did moderately lower the viability of senescent cells (Figure 2E), but failed to reduce any senescent cell markers, including SA–β-gal activity or senescence-associated proteins.

Given its consistent elevation in atherosclerosis and the negative impact of DPP4 silencing on senescent cell viability, we sought to determine the role of DPP4 on the surface of senescent cells. DPP4 has unique peptidase activity, leading us to hypothesize that its ability to cleave proteins might be an integral facet of the senescence program. Mass spectrometry analysis of conditioned media from senescent hVSMCs uncovered a conserved pattern of SASP factors that comprised complement and coagulation factors. A previous study identified increased hemostasis factors in the SASP of senescent fibroblasts (31), but these factors had not been validated in other paradigms of senescence. Recently, coagulation factor IX was implicated as a regulator of senescence in cancer cells and inhibition of coagulation factor Xa induced plaque regression and increased plaque stability (60, 61). The secretion of procoagulation and complement proteins has particular relevance in vascular diseases in which thrombosis and plaque vulnerability critically increase the risk of mortality (61, 62); therefore, targeting senescent cells in the atherosclerotic niche may reduce the probability of thrombosis or plaque rupture, as previously demonstrated (10). Importantly, treatment of senescent hVSMCs with DPP4i substantially reduced or prevented the secretion of complement and coagulation proteins, while individual silencing of many coagulation and complement factors induced senescent cell death. These results indicate that inhibiting DPP4 may have senomorphic effects to suppress the SASP of senescent hVSMCs, consequently altering cell communication and cell viability.

It remains unclear whether DPP4 directly cleaves complement and coagulation proteins, despite the finding that this group of proteins was highly secreted by senescent VSMCs and strongly reduced by DPP4i treatment. In our mass spectrometry data, we only identified a small number of potential DPP4 targets based on a putative penultimate alanine, proline, or serine in the DPP4 truncation site. Of the potential DPP4 targets, we observed no change in CCL26, increased secretion of IL-1α and IL-1β, which was not statistically significant, and increased secretion of LTF and TF by senescent VSMCs; however, TF was unaffected by DPP4i treatment (36). While previous studies have identified chemokines and cytokines secreted by senescent VSMCs, such as IL-1α and IL-6 (3), very few studies have measured secreted proteins in an unbiased manner. Although we may expect that senescent VSMCs secrete many chemokines, cytokines, and growth factors, our results identified complement and coagulation factors as highly secreted, and this may partly reflect the chosen senescence inducers, the time of collection, and the method of detection. Further, many cleavage targets of DPP4 remain unknown, as the cleavage event is small and occurs at dipeptides on the N-terminus, suggesting that our data may help to uncover new proteolytic targets of DPP4.

To evaluate a possible translational angle for these findings, we measured complement and coagulation proteins in the serum of participants from the BLSA aged 50 to 65, with high and low FRS as measures of cardiovascular risk. While circulating DPP4 was unchanged, MMP1, C5A, and coagulation factor XIV were all significantly increased in people with high FRS, while DPP4 and FXIIIA proteins increased in atherosclerotic tissue from older people (Supplemental Figure 2F and Figure 5A). Even though DPP4 in these participants was not a strong circulating indicator of cardiovascular risk, participants with high FRS displayed an interesting rise in proteins downstream in the DPP4 cleavage cascade; these proteins represent potential biomarkers of cardiovascular disease and senescence via the SASP. Therefore, these and other proteins related to the complement and coagulation cascades may also serve as therapeutic targets for improving cardiovascular disease and suppressing or removing senescent cells. In particular, C5A has been implicated as a predictor of future cardiovascular events in patients with advanced atherosclerosis, and MMPs are considered biomarkers of plaque instability in atherosclerosis, suggesting that senescent cells may be partially responsible for the secretion of these factors (63, 64). Importantly, while the serum samples from this BLSA cohort included approximately 50 males and approximately 50 females, the females were generally healthier with less disparity in risk score.

We sought to recapitulate previous studies in which DPP4 inhibitors were effective at reducing atherosclerosis and inflammation in mice (29). *Ldlr^–/–^* mice fed an HFD experienced increased DPP4 activity and reduced tail-bleeding time relative to body weight compared with mice fed a ND, and treatment with DPP4i restored the coagulation phenotype and lowered DPP4 activity. These results support the notion that the accumulation of senescent cells during atherosclerosis may contribute to increased production of coagulation proteins and to triggering thrombosis. Serum factors such as GDF15 and SERPINE1, both biomarkers of cardiovascular disease and highly conserved SASP factors, were increased with HFD and reduced with DPP4i treatment (30, 65, 66). Perhaps most importantly, when we assessed plaques in the different groups, we observed that DPP4i treatment significantly reduced the thickness of the necrotic core, while increasing cap thickness (Figure 7, E, H, and I and Supplemental Figure 6E). These results suggest that, through its proteolytic activity, DPP4 enhances plaque vulnerability and that different doses, times, or inhibitor types could improve the therapeutic effect we observed. We evaluated the presence of the senescence marker p21 and the coagulation factor FX in the aortic root and found colocalization of the 2 signals in approximately 20% of cells concentrated to areas surrounding the necrotic core; treatment with DPP4i decreased these double-positive cells to approximately 8%. Altogether, DPP4i reduced senescent cells and their secretion of coagulation factors that contribute to plaque instability and the risk of plaque rupture.

To understand in greater depth the role of DPP4 and the impact of DPP4i on aortic cells, we performed CITE-Seq analysis. Given that DPP4 is expressed on the surface of many cells, including T cells, we employed single-cell analysis to understand the effect of DPP4 on individual cell types, particularly VSMCs. We found an increased number of cells displaying DPP4 on the surface of VSMCs in mice fed the HFD, and this population was reduced by DPP4i treatment. 

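Among VSMC-like cells, DPP4-positive cells made up 35.2% ± 8.39 (SD, n = 2 pools) in ND, 65.7% ± 8.08 in HFD and 72.4% ± 22.5 in HFD+DPP4i. The difference between HFD and ND was 30.7 percentage points in males and 30.3 in females, larger than the spread between pools (two-sided exact permutation test, p = 0.3333, the smallest that 2 pools against 2 allow). Between HFD+DPP4i and HFD the share was 3.48 points lower in males and 16.9 points higher in females (p = 1.0 from the same exact test). As a share of all aortic cells, DPP4-positive VSMC-like cells made up 0.489% ± 0.0341 in ND, 0.646% ± 0.692 in HFD and 1.78% ± 0.345 in HFD+DPP4i. This share was 0.357 points lower in HFD than in ND in males and 0.670 points higher in females (p = 1.0 from the same exact test). Against a threshold at the 95th percentile of the neutrophil-like cells of the same pool, VSMC-like cells passed at 38.2% ± 12.6 in ND, 7.14% ± 10.1 in HFD and 20.3% ± 6.18 in HFD+DPP4i. The HFD shares rest on 31 VSMC-like cells. Of the DPP4-positive VSMC-like cells of all pools, 50 were in the subcluster with endothelial genes and few contractile transcripts. The contractile subcluster held 62 and the one rich in Spp1 held 40. The subcluster with endothelial genes made up 19.3% of VSMC-like cells in ND, 36.9% in HFD and 29.1% in HFD+DPP4i.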

When we examined the transcriptome of all DPP4-expressing cells using Reactome pathway analysis, we encountered many pathways related to hemostasis, cell-cell communication, and platelet activation. A deeper look at aortic VSMCs further uncovered 2 unique, potentially senescent subpopulations with increased cell-surface DPP4 expression, clusters 4 and 5. Cluster 4 had the highest DPP4 cell-surface expression among VSMCs and displayed characteristically senescent markers related to the p53 program and cell survival as well as complement and coagulation factors. Cluster 5 had elevated cell-surface DPP4, and its transcriptome was suggestive of dedifferentiation into inflammatory, potentially senescent VSMCs that were responsive to HFD and suppressed by DPP4i. While cluster 5 either did not develop or was selectively killed by DPP4i, cluster 4 showed strong suppression of the p53, survival, complement, and coagulation programs by DPP4i. Future studies focused on the contribution of these cells to the development and progression of atherosclerosis are warranted in order to develop senohemostatic drugs to alleviate disease burden.

To date, DPP4 inhibitors have not been effective in clinical studies to improve cardiovascular outcomes (67); however, many animal studies have demonstrated reduced atherosclerotic burden and inflammation in animals treated with these drugs (29). This discrepancy may be attributed to organismal differences such that these relatively small beneficial effects may not translate well to humans; at the same time, the proinflammatory effects of DPP4 may be elicited at an early stage that promotes disease development, but may be less influential if treatment is administered at later stages (68, 69). Other factors could include the time and duration of the intervention, dose, and type of inhibitor. A recent study found that DPP4 inhibitors directly suppressed the functional activity of the lectin complement pathway, independently of DPP4, suggesting that DPP4 inhibitors can suppress the SASP of any cell-secreting complement factors (70). While the search for successful senolytic drugs continues, combination therapies that include senolytics and senomorphics have been suggested; it is possible that DPP4 inhibitors could be used in a similar manner (71). Additionally, our data suggest that the downstream proteins reduced by DPP4 inhibition hold greater promise as biomarkers or therapeutic targets. Perhaps focusing on proteins downstream of DPP4 will improve specificity, permitting us to avoid inhibiting proteins that instead promote cell survival, such as CFD.

Overall, the results from this study provide an area of investigation for reducing or suppressing senescent vascular cell function to improve the burden of atherosclerosis that is maintained through senohemostasis. We propose the use of drugs that both suppress the SASP and selectively kill senescent cells by targeting hemostastic pathways of complement and coagulation. We have also identified a SASP program associated with VSMCs that illuminates how senescent cells communicate with neighboring cells and tissues to promote disease development. We hypothesize that proteins downstream of DPP4 represent potential biomarkers of cardiovascular disease that inform on the senescent cell burden and constitute viable therapeutic targets.

## Methods

### Cell culture, senescence induction, and SA–β-gal activity.

hVSMCs were obtained as cryopreserved secondary cultures from LifeLine Cell Technology and maintained in VascuLife SMC Medium Complete Kit from LifeLine Cell Technology following the manufacturer’s protocol. hVSMCs were rendered senescent by treatment with 125 nM doxorubicin (Doxo) or 200 nM CoCl_2_ (hypoxia mimic) for 7 to 10 days. For DPP4i treatment in culture, 10 to 20 nM of DPP4i (Selleckchem) or 20 nM of Dab (Selleckchem) was added simultaneously with senescence induction or DMSO and refreshed every 3 days. SA–β-gal activity was assessed using the Senescence β-Galactosidase Staining Kit (Cell Signaling Technology). Human WI-38 cells, obtained from the NIGMS Human Genetic Cell Repository at the Coriell Institute for Medical Research (repository ID AG06814-N), and HRECs (ATCC) were cultured in DMEM (Gibco; Thermo Fisher Scientific) supplemented with 10% heat-inactivated FBS (Gibco; Thermo Fisher Scientific) and renal epithelial cell basal medium prepared according to the manufacturer’s instructions, respectively, each supplemented with 0.5% penicillin-streptomycin (Gibco; Thermo Fisher Scientific), sodium pyruvate (Gibco; Thermo Fisher Scientific), and nonessential amino acids (Gibco; Thermo Fisher Scientific) and cultured under the same conditions (5% CO_2_). Cells were maintained at low population-doubling levels (PDL) for the experiments included in this study.

### siRNAs and drug treatments.

For TF silencing, hVSMCs were transfected with siCtrl or siRELA, siEGFR, siSP1, or siFOS (25 nM) (Dharmacon); 72 hours later, senescence was induced with Doxo for an additional 72 hours. For DPP4 silencing, hVSMCs were transfected with siCtrl or siDPP4 (25 nM). For siRNA screening, a custom siRNA library plate was designed including siRNA pools to silence CFD, C9, CFB, C4A, C7, FGB, FGG, FX, FV, FII, SERPINE1, TIMP1, MMP1, and PLAT. This included a nontargeting control siRNA. Sequences and catalog numbers for siRNA custom screening are available in Supplemental Table 1. All small RNA transfections were performed using Lipofectamine RNAiMAX (Thermo Fisher Scientific).

### Caspase-3 and -7 activity.

Apoptosis was monitored by measuring caspase-3 and -7 activity using the Caspase-Glo 3/7 Assay System (Promega) as previously described (72).

### RNA isolation and RT-qPCR analysis.

RNA isolation and RT are described in detail in the Supplemental Methods. PCR primers are listed (Supplemental Table 2).

### Mouse cell-surface analysis.

A single-cell suspension of mouse aortic cells was prepared as described below (Single-cell preparation and scRNA-Seq and CITE-Seq analysis). Cells were resuspended in 100 μL of resuspension buffer (DMEM supplemented with 15% FBS) and incubated with 5 μL of mouse TruStain FcX Fc blocking reagent (BioLegend) for 5 minutes, followed by a 15-minute incubation with an antibody cocktail consisting of 5 μL of anti-mouse CD26-APC (BioLegend, clone H194-112), 5 μL of anti-mouse CD31-FITC (BioLegend, clone 390), 3 μL of anti-mouse CD45-PE/cyanine 7 (BioLegend, clone 30-F11), and 5 μL of anti-mouse TER119–Pacific Blue (BioLegend, clone TER-119) at 25°C in the dark. Cells were then washed with 1 mL of resuspension buffer and spun at 400*g* for 5 minutes; after removing the supernatant, cells were resuspended in 1 mL of resuspension buffer supplemented with 2 μg/mL of PI and 5 mM EDTA. DPP4-positive VSMCs were identified as TER-119^–^CD45^–^CD31^–^CD26^+^ (73, 74) and sorted directly into TRIzol LS Reagent using FACS Aria FUSION (BD Bioscience) for analysis.

### hVSMC mass spectrometry and proteomics.

hVSMCs were seeded in T75 flasks and treated with DMSO, CoCl_2_, or Doxo as well as incubated with DPP4i every other day, also in triplicate. After 7 days, we replaced the media with 6 mL of media that contained DPP4i or DMSO and did not have FBS; 16 hours later, the media were collected and centrifuged at 1,000*g* for 10 minutes to remove debris. Each replicate contained approximately 6 × 10^6^ cells, and cell pellets and media were stored at –80°C until processing. To process the samples, media collected were concentrated using a SpeedVac (Thermo Fisher Scientific) until a dry pellet was observed. Mass spectrometry of conditioned media was performed and analyzed as described (75); data are available in Supplemental Table 3.

### Media and serum collection.

Media from cultured cells were collected and centrifuged at 16,000*g* for 4 minutes at 4°C. A total of 50 μL of the supernatant was added to each well for analysis. Mouse serum was collected and allowed to clot for 2 hours at 25°C. Samples were then centrifuged for 20 minutes at 2,000*g*. Serum was removed and frozen at –80°C. Duplicate samples were prepared. Human serum was collected as previously described (76).

### Human aortic tissue preparation and staining.

Segments of abdominal aortas were procured within 24 to 48 hours of patients dying from noncardiovascular deaths due to unnatural causes (homicide, suicide, or accident). Grossly normal intima and media of 15 White males divided into 2 age groups (young: 33.2 ± 2.2 yr, *n* = 15; old: 73.8 ± 4.3 yr, *n* = 15) were obtained at autopsy, over a 2-year period (July 2001 to August 2003), from the Department of Cardiovascular Pathology, Armed Forces Institute of Pathology (Silver Spring, Maryland, USA). The protocol was modified as previously described (77).

### Human aortic proteomics.

Archival human abdominal frozen aortic samples were collected from autopsies of 5 male subjects aged 62 to 72 years old dying of unnatural causes (homicide, suicide, or accident) and noncardiovascular deaths. Specimens were harvested 4 to 8 hours after death (78). Aortic wall with less than 10% fatty streaks or fatty dots on the luminal surface and no protruding plaque was considered as normal, and an atherosclerotic plaque was defined as an aortic wall with 2 or more protruding lesions observed under the macroscope or by the naked eye (78, 79). Tissue regions selected to represent normal aorta and atherosclerotic plaque were prepared for extraction of protein for proteomic analysis. Mass spectrometry and analysis were performed by Poochon Scientific (Supplemental Table 4).

### Mouse studies.

LDL receptor knockout (*Ldlr*^−/−^) mice on the C57BL/6 background purchased from Jackson Laboratory (catalog 002207) were bred to obtain homozygous *Ldlr*^−/−^ KO mice. Mice of both sexes were entered in the study at 8 weeks of age when normal chow was replaced with an atherogenic diet (42% fat, 0.2% cholesterol, Harlan Atherogenic Diet TD.88137). For the treatment groups, mice were gavaged with 10 mg/kg/d of DPP4i from SelleckChem or an equal volume of DMSO, 5 days per week for 16 weeks. Clotting/bleeding time was assessed as previously described (31). C57BL/6 mice were used for the assessment of young (3 m.o.) and old (30 m.o.) mouse aortic VSMCs.

### Atherosclerotic lesion analysis.

Atherosclerotic plaque burden and necrotic core thickness, area, and cap thickness were measured by Oil Red O and H&E staining, as described (80–84). Lesion analysis details are available in the Supplemental Methods.

### Single-cell preparation and scRNA-Seq and CITE-Seq analysis.

Mice were anesthetized and blood was extracted using cardiac puncture. The whole aorta was collected after left ventricular perfusion with 10 mL of PBS and quickly transferred to cold PBS. To prepare a single-cell suspension, perivascular adipose tissue was removed and whole aortas from 3 mice were cut into approximately 1 mm pieces and digested with an enzyme solution consisting of 10 mg/mL collagenase II (MilliporeSigma) and 1 mg/mL elastase (Worthington Biochemical Corp.) for 15 minutes at 37°C. The cell suspension was strained through a 40 μm filter and centrifuged at 500*g* for 5 minutes. Cells were resuspended in 100 μL Cell Staining Buffer (BioLegend) with 15% FBS and 5 μL of mouse TruStain FcX Fc blocking reagent (BioLegend). Cells were incubated for 10 minutes at 4°C, followed by the addition of 1 μg of DPP4 (CD26) APC antibody and incubation for 30 minutes at 4°C. Cells were incubated with TotalSeq APC secondary antibody (BioLegend) for 30 minutes at 4°C. Next, cells were washed with 1 mL of Cell Staining Buffer, spun at 400*g* for 5 minutes, and resuspended in 1 mL of PBS containing 5 mM EDTA. Between 5,000 and 10,000 viable cells were sorted using FACSAria FUSION (BD Bioscience) for 10× Genomics library preparation. The single-cell libraries were prepared with Chromium Next GEM Single Cell 3′ Kit, version 3.1, using the Chromium Next GEM Chip G Single Cell Kit according to the manufacturer’s protocol with Chromium Controller (10x Genomics). The libraries were sequenced with Illumina Nova sequencer at a depth of 70,000–120,000 reads per cell.

scRNA-Seq data for both mRNA and ADT libraries were processed following the Feature Barcoding tool pipeline in Cell Ranger (version 6.1.1; 10x Genomics) and the mouse mm10 reference genome. The obtained read count matrices were subsequently analyzed in R using the Seurat package, version 4.1.0 (85), with default parameters in all functions, unless otherwise specified. A detailed description of the downstream analysis is included in Supplemental Methods.

### Resources.

Details of materials used in this paper, including antibodies, chemicals, commercial assays, cell lines, software, and algorithms, are in the Key Resources Table (Supplemental Table 5).

### Data availability.

Mass spectrometry raw files were uploaded to the repository Chorus (https://chorusproject.org/) (project number 1783). RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE209525).

### Statistics.

Data are represented as mean ± SEM. Significance was determined using a 2-tailed Student’s *t* test with *P* value correction for multiple comparisons (Bonferroni’s correction) when applicable or 1-way ANOVA with individual comparisons via Tukey’s honestly significant difference (HSD) when appropriate. *P* < 0.05 was considered significant.

### Study approval.

All mouse experiments, including the import, housing, experimental procedures, and euthanasia, were performed strictly under an Animal Study Proposal (ASP 474-LGG-2023) and associated amendments and were reviewed and approved by the NIA Animal Care and Use Committee (ACUC). For human samples, this research activity is designated exempt (no. 3353) by the Office of Human Subjects Research (OHSR) and is entered in the OHSR database of the NIH.

## Author contributions

ABH and MG conceptualized the study. ABH, DT, CA, SS, KA, and SD designed experiments. ABH, KMM, AEC, JMG, CAHS, SCH, JZ, RM, JLM, YP, JF, and MED performed and analyzed experiments. MW, MM, JAM, RWM, TT, AZM, YL, LF, RDC, and EGL provided samples (human, mouse, monkey) and analyzed data. ABH and MG wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

## Figures and Tables

**Figure 1:**
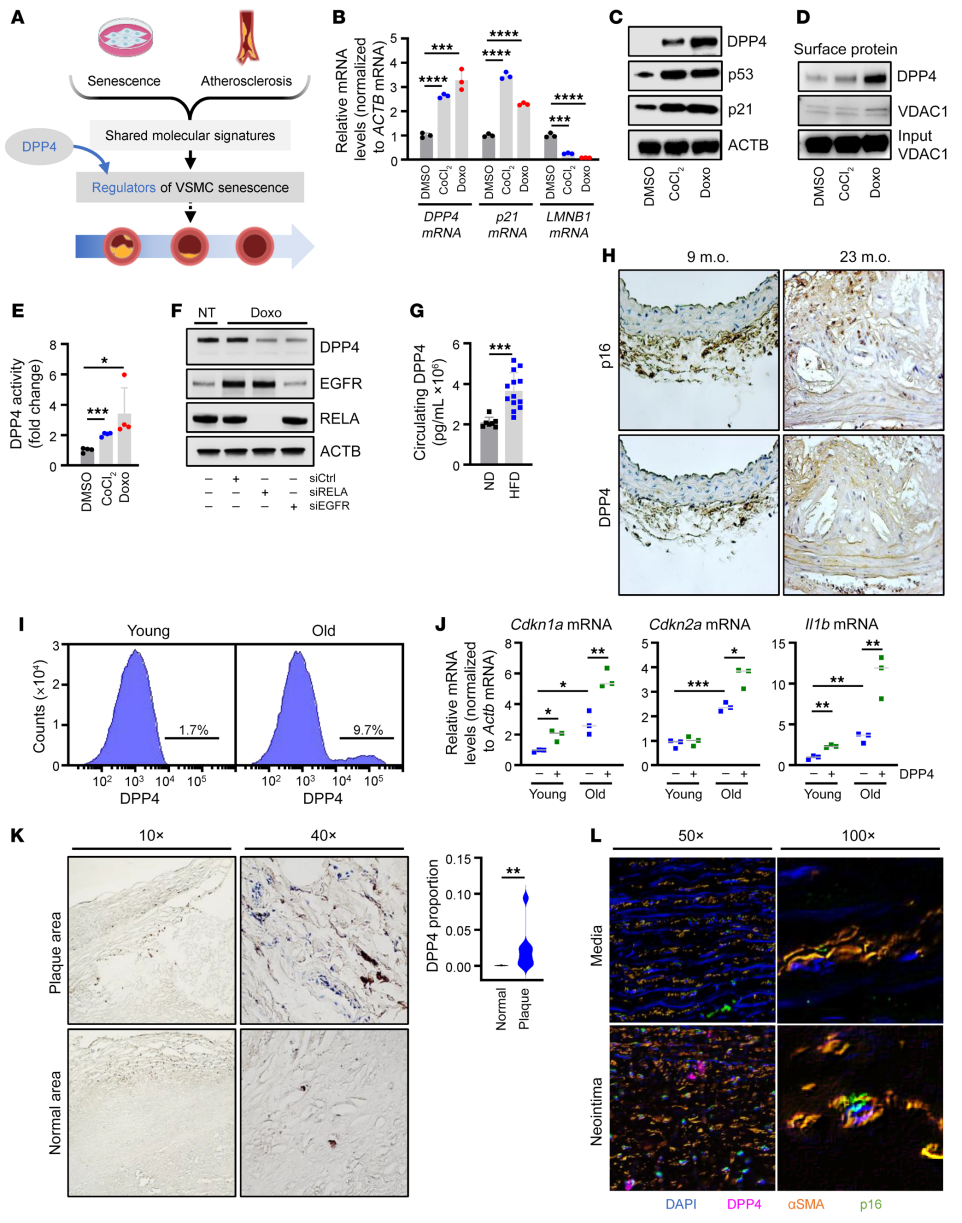
DPP4 is elevated and more active in senescent hVSMCs and mouse, monkey, and human atherosclerosis. (**A**) Schematic highlighting DPP4 function at the intersection of the senescence and atherosclerosis programs. (**B**) RT-qPCR analysis of the levels of *DPP4*, *p21*, and *LMNB1* (*Lamin B1*) mRNAs in hVSMCs treated with DMSO, CoCl_2_ (200 nM), or Doxo (125 nM) for 7 days, normalized to *ACTB* (β-actin) mRNA levels. (**C**) hVSMCs were treated as in **B**, and the levels of proteins DPP4, p53, p21, and loading control ACTB were assessed by Western blot analysis. (**D**) Cell-surface proteins were biotinylated and pulled down in hVSMCs following treatment with DMSO, CoCl_2_, or Doxo for 7 days. Protein levels were assessed by Western blot analysis for cell-surface proteins DPP4 and VDAC1; VDAC1 input was included as a loading control. (**E**) DPP4 activity was measured in hVSMCs treated with DMSO, CoCl_2_, or Doxo for 7 days. (**F**) Western blot analysis of EGFR and RELA silencing in no treatment (NT) or Doxo-treated hVSMCs. (**G**) *Ldlr^–/–^* mice were fed ND or HFD for 16 weeks, and circulating DPP4 levels were measured in serum. (**H**) Aortas from 9 or 23 m.o. *ApoE^–/–^* mice were analyzed for p16 and DPP4. Original magnification, ×100. (**I**) Flow cytometry analysis of DPP4 on the surface of aortic VSMCs from young (*n* = 10) and old (*n* = 10) C57BL/6J mice. (**J**) RT-qPCR analysis of *Cdkn1a*, *Cdkn2a*, and *Il1b* mRNAs normalized to *Actb* mRNA from DPP4-positive or negative mouse VSMCs from young (*n* = 9, pooled 3 per data point) and old mice (*n* = 9, pooled 3 per data point) (Supplemental Figure 2A). (**K**) DPP4 in human aortic tissue (*n* = 5) was analyzed by IHC. Left: top row demonstrates DPP4 expression in plaque area; bottom row represents normal or nonplaque area of the same tissue. Right: analysis of the proportion of DPP4 in plaque and normal tissue in the total tissue area. Original magnification, ×10 (left panels); ×40 (right panels). (**L**) Immunofluorescent analysis of human atherosclerotic aortic media and neointima to colocalize DAPI (blue), DPP4 (purple), αSMA (orange), and p16 (green) signals. Original magnification, ×50 (left panels); ×100 (right panels). Data are represented as mean ± SD from *n* = 3 or otherwise indicated biological replicates. Significance was established using Student’s *t* test with Bonferroni’s correction. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

**Figure 2:**
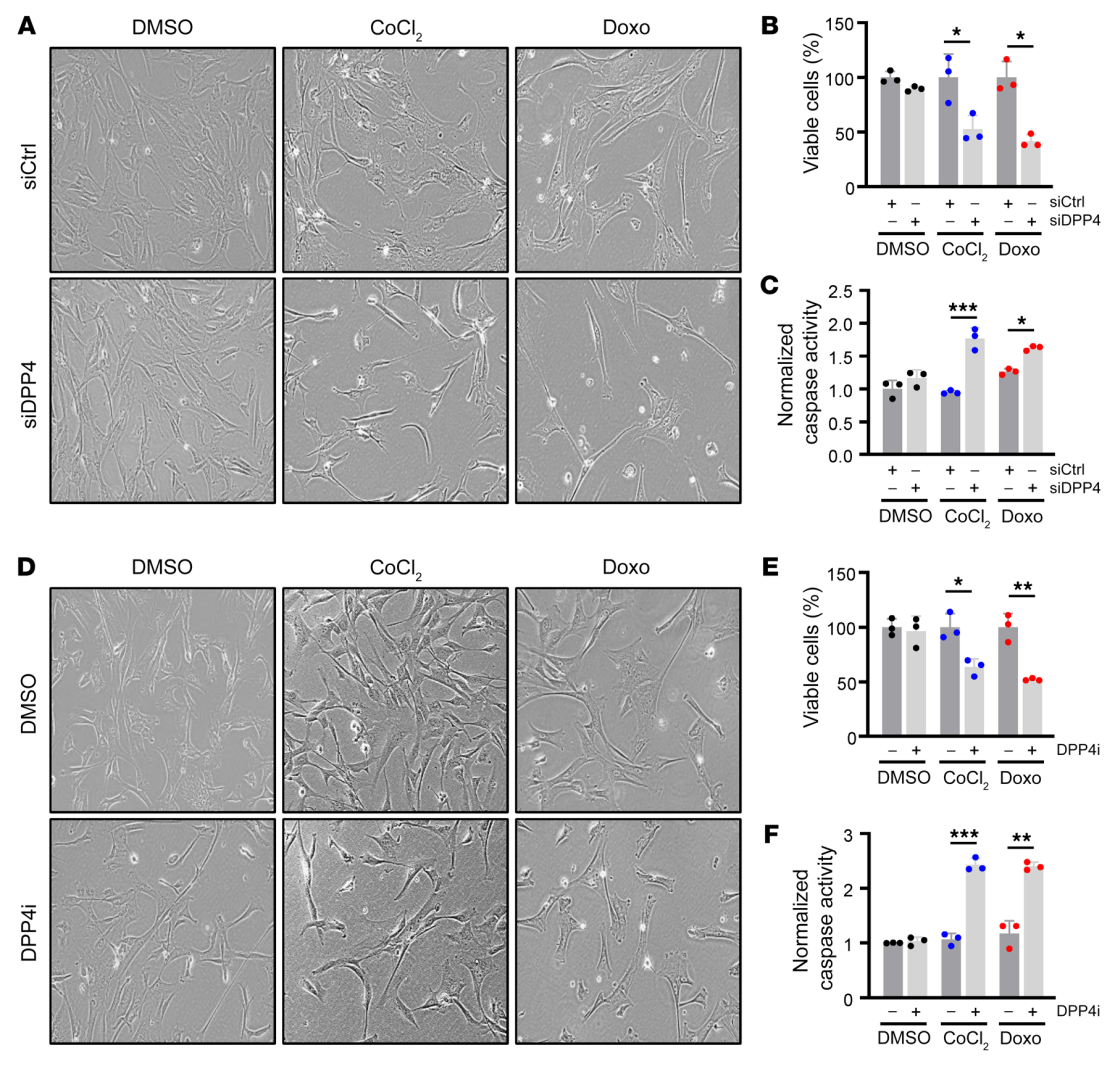
Loss or inhibition of DPP4 moderately promotes death of senescent hVSMCs. (**A**) Micrographs depicting bright-field images of hVSMCs transfected with siCtrl or siDPP4 and treated with DMSO, CoCl_2_, or Doxo for 7 days. Original magnification, ×20. (**B**) Percentage of viable cells from conditions described in **A**. (**C**) Normalized caspase-3 and -7 activity levels for cells and conditions described in **A**. (**D**–**F**) hVSMCs treated simultaneously with DMSO or DPP4i and DMSO, CoCl_2_, or Doxo for 7 days were visualized (**D**) and the percentage of viable cells (**E**), and normalized caspase-3 and -7 activity levels (**F**) were calculated. Original magnification, ×20. Data are represented as mean ± SD from *n* = 3 or indicated biological replicates. Significance was established using Student’s *t* test with Bonferroni’s correction. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001.

**Figure 3:**
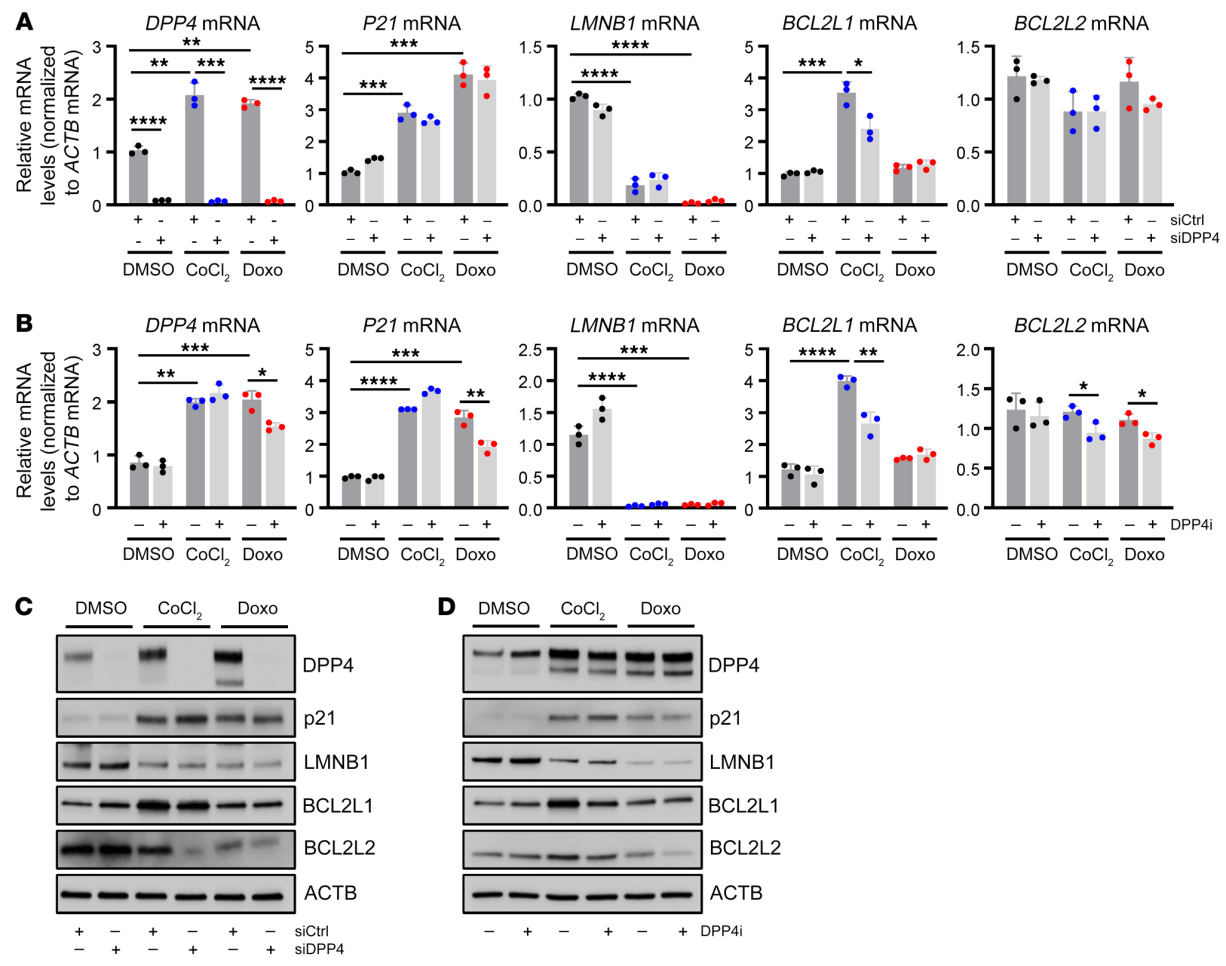
Loss or inhibition of DPP4 reduces cell-survival proteins BCL2L1 and BCL2L2. (**A**) RT-qPCR analysis of RNA from hVSMCs transfected with siCtrl or siDPP4 and treated with DMSO, CoCl_2_, or Doxo for 7 days. Graphs indicate the levels of *DPP4*, *p21*, *LMNB1*, *BCL2L1*, and *BLC2L2* mRNAs in each group, normalized to *ACTB* mRNA levels. (**B**) RT-qPCR analysis of RNA from hVSMCs transfected with siCtrl or siDPP4 and treated with DMSO, CoCl_2_, or Doxo for 7 days. The levels of *DPP4*, *p21*, *LMNB1*, *BCL2L1*, and *BLC2L2* mRNAs were normalized to *ACTB* mRNA levels. (**C**) Western blot analysis of protein levels of p21, LMNB1, BCL2L1, BCL2L2, and loading control ACTB in hVSMCs processed as described in **A**. (**D**) Western blot analysis of the levels of p21, LMNB1, BCL2L1, BCL2L2, and loading control ACTB in hVSMCs treated as described in **B**. Data are represented as mean ± SD from *n* = 3 or indicated biological replicates. Significance was established using Student’s *t* test with Bonferroni’s correction. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

**Figure 4:**
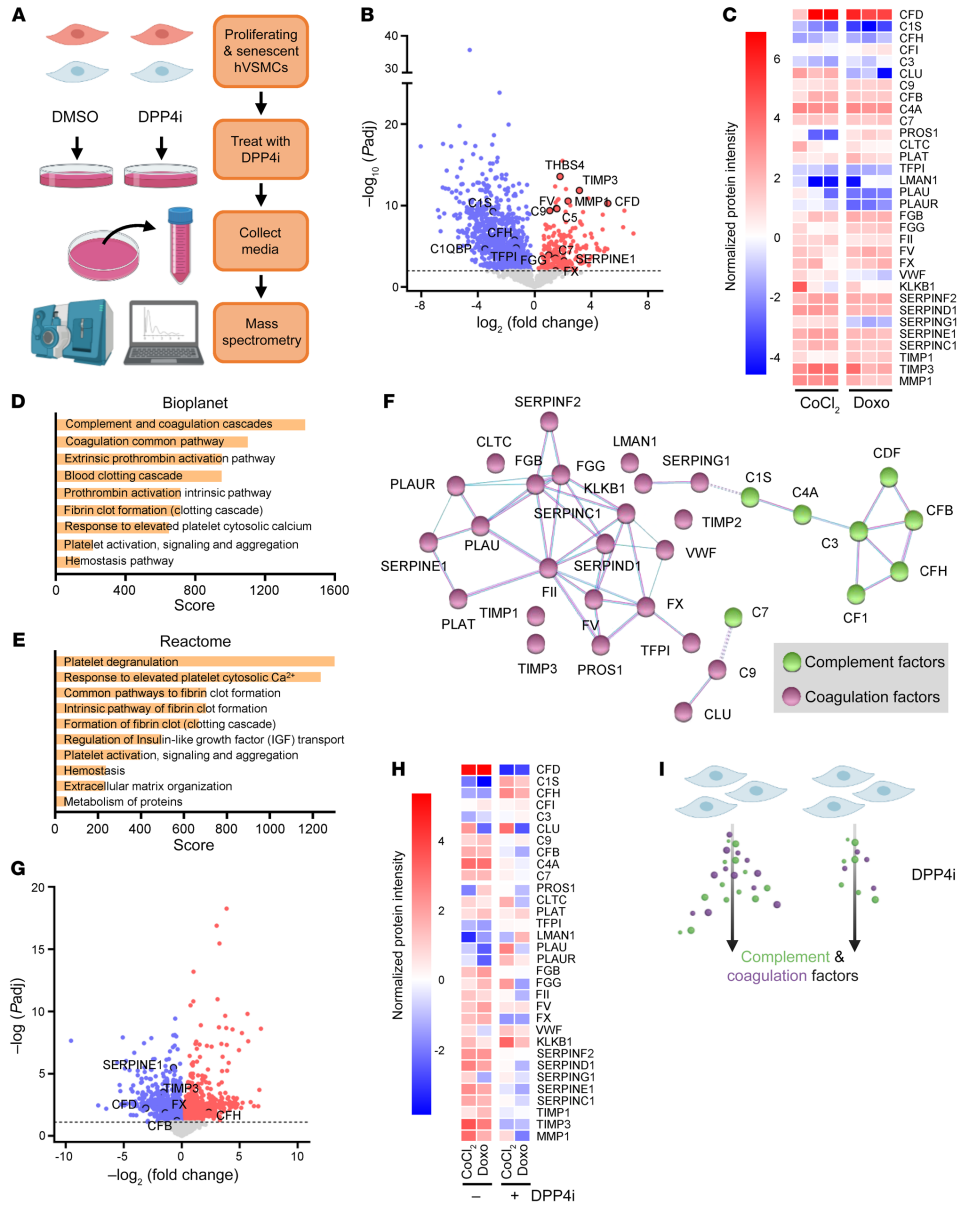
Senescent hVSMCS secrete procoagulation and complement factors that are suppressed by DPP4 inhibition. (**A**) Schematic depicting the experimental setup for mass spectrometry analysis of the media of proliferating and senescent hVSMCs treated with and without DPP4i. (**B**) Volcano plot of the proteins increased (red) and decreased (blue) in senescent hVSMCs compared with proliferating hVSMCs. Proteins in red and blue have a significance (–log_10_ adjusted *P* value [*P*adj]) ≥2. (**C**) Heatmap of the complement and coagulation proteins in each CoCl_2_ and Doxo replicate (*n* = 3) compared with the mean of the proliferating control for each protein. (**D**) Top 10 pathways enriched using BioPlanet pathway analysis ranked by combined score in senescent hVSMCs. (**E**) Reactome pathway analysis as ranked by combined score representative of the top elevated proteins in senescent hVSMCs. (**F**) STRING functional protein association network analysis to determine protein interactions among the top elevated proteins in senescent hVSMCs. (**G**) Volcano plot of proteins increased (red) and decreased (blue) after DPP4i treatment of senescent hVSMCs. Proteins in red and blue have a significance (–log_10_ *P*adj) ≥ 1. (**H**) Heatmap of complement and coagulation proteins in senescent hVSMCs (mean of CoCl_2_ and Doxo replicates, *n* = 3) compared with senescent hVSMCs treated with DPP4i (mean of CoCl_2_ and Doxo replicates). (**I**) Schematic depiction of senescence induction in hVSMCs causing increased complement and coagulation protein secretion, which is attenuated by DPP4i treatment as determined by mass spectrometry of secreted proteins in the media.

**Figure 5:**
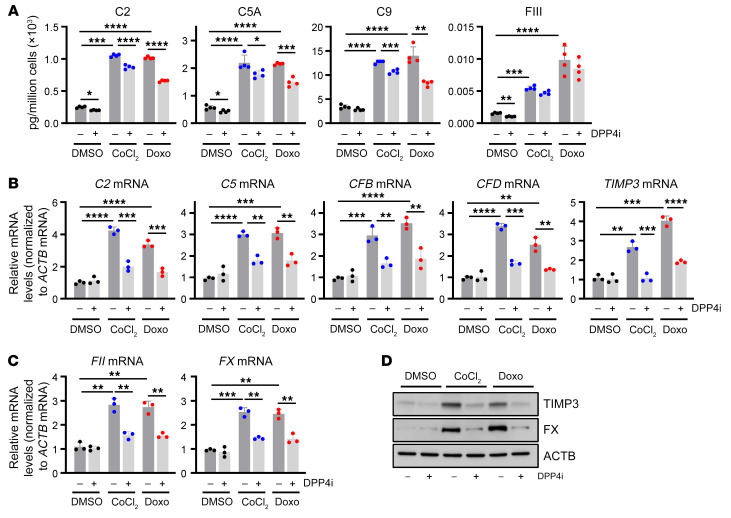
Validation of secreted complement and coagulation proteins in senescent hVSMCs. (**A**) Bioplex analysis of secreted proteins from hVSMCs treated with DMSO, CoCl_2_, and Doxo for 7 days with (+) and without (–) DPP4i treatment. C2, C5A, C9, and FIII were measured (*n* = 3). (**B** and **C**) RT-qPCR analysis of mRNAs encoding complement (**B**) and coagulation (**C**) factors following treatment with DMSO (–) or DPP4i (+) as described in **A**. (**D**) Western blot analysis of the levels of factor X (FX), TIMP3, and loading control ACTB in hVSMCs that were processed as described in **A**. Data are represented as mean ± SD from *n* = 3 or indicated biological replicates. Significance was established using Student’s *t* test with Bonferroni’s correction. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

**Figure 6:**
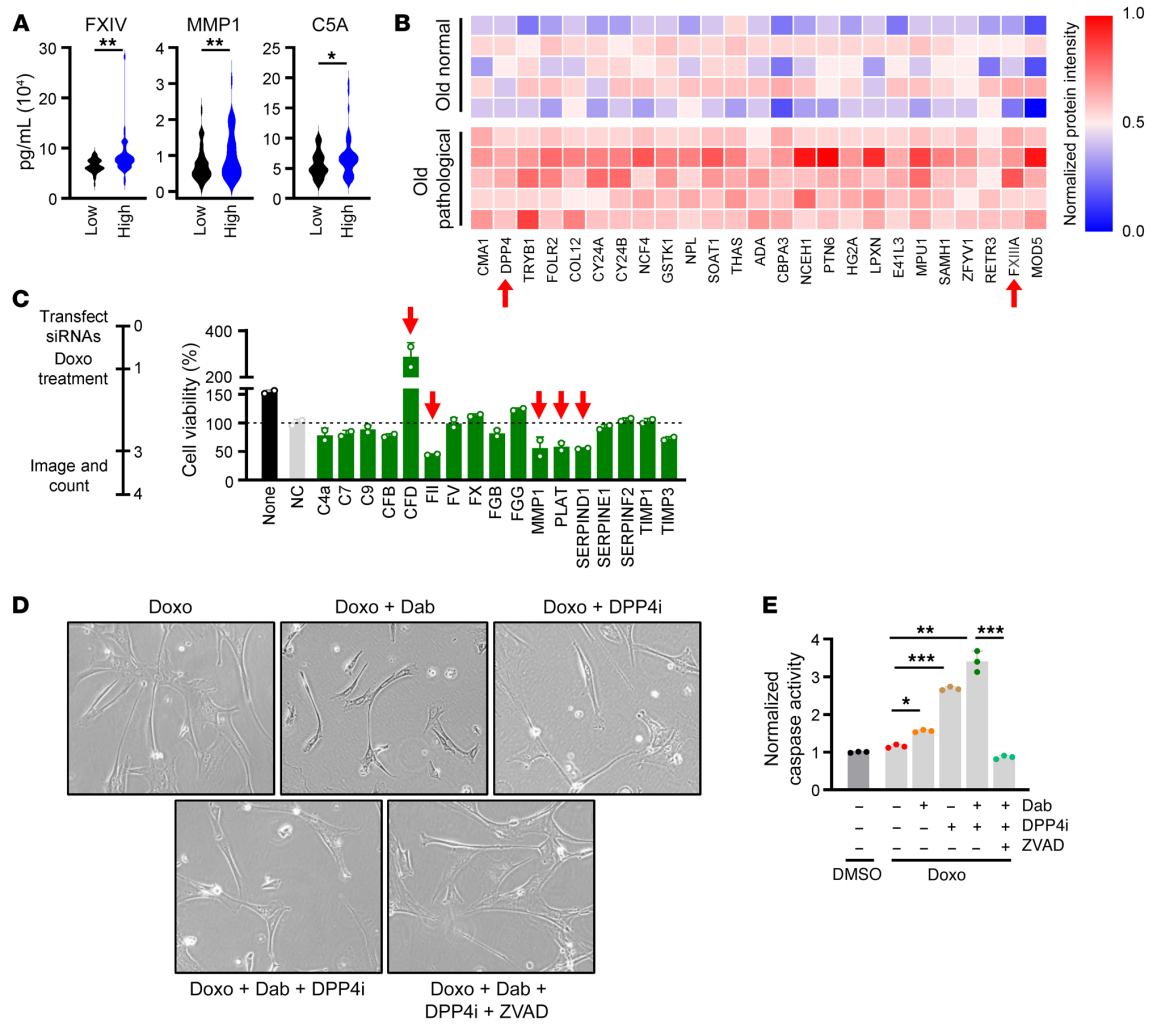
DPP4 downstream targets enable senescent cell viability. (**A**) Bioplex analysis of complement and coagulation proteins in human serum samples from people designated with low and high FRS (*n* = 50 per group). (**B**) Normalized protein intensity represented in a heatmap comparison of normal and pathological (atherosclerotic) aortic tissue from >62-year-old donors. (**C**) Percentage of cell viability graphed for each siRNA transfected into hVSMCs treated with Doxo (*n* = 2). The dashed line indicates 100% viability, and the red arrows point to siRNAs that resulted in approximately 50% reduction or increase in cell viability. (**D** and **E**) hVSMCs were treated with the indicated conditions for 7 days and micrographs were obtained (**D**) and caspase-3 and -7 activity levels were calculated (**E**). Original magnification, ×20. Data are represented as mean ± SD from *n* = 3 or indicated biological replicates. Significance was established using Student’s *t* test with Bonferroni’s correction. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001.

**Figure 7:**
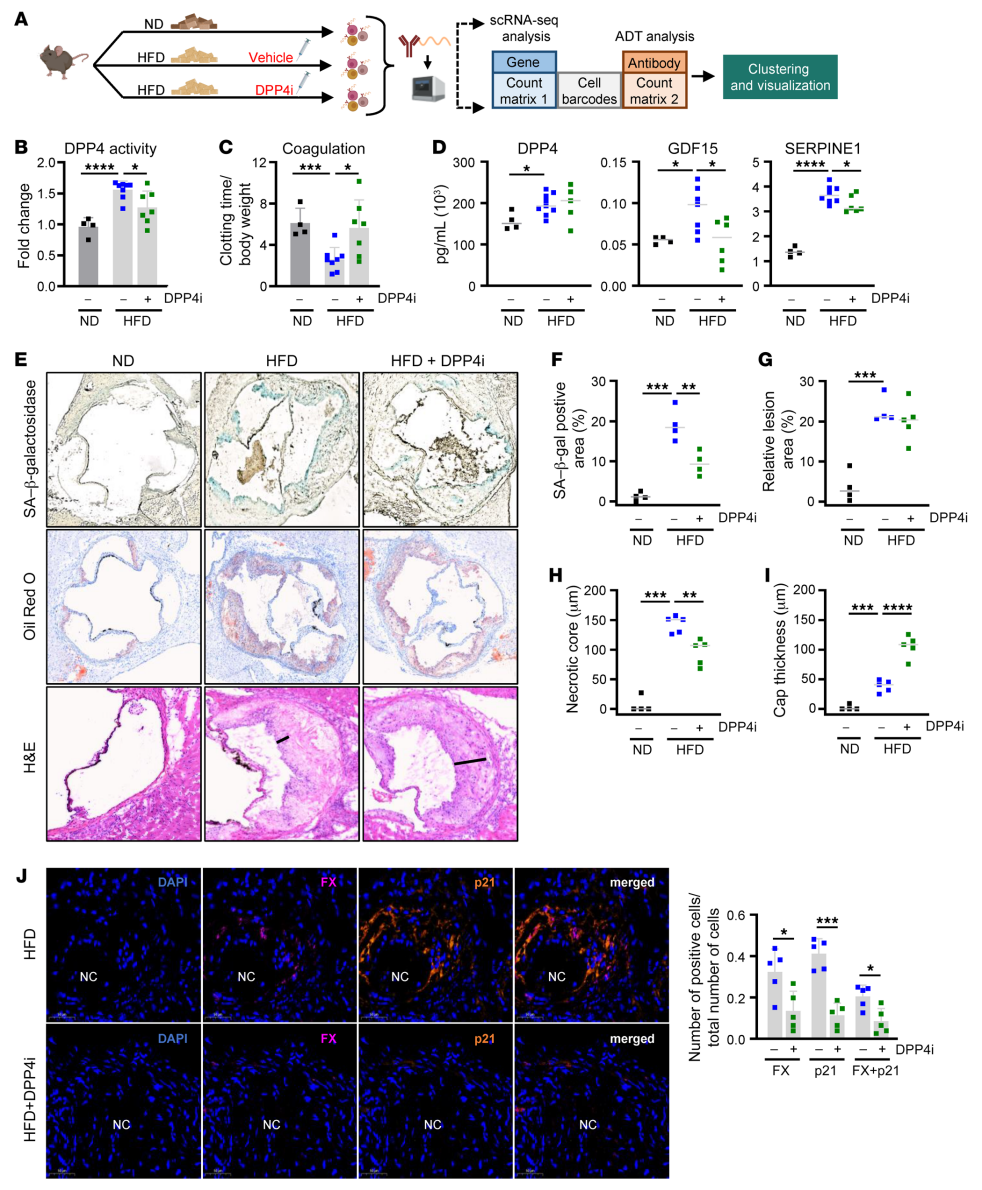
Inhibition of DPP4 in *Ldlr^–/–^* mouse model of atherosclerosis reduces coagulation factors and senescent cell accumulation. (**A**) Diagram of the experimental design for treating *Ldlr^–/–^* mice with ND or HFD with vehicle or DPP4i. Following 16 weeks of diet and treatment, aortas were isolated, digested, and incubated with a DPP4 antibody–derived CITE-Seq tag for scRNA-Seq. (**B**) DPP4 activity levels were measured in serum from *Ldlr^–/–^* mice fed a ND (*n* = 4), HFD (*n* = 6), or HFD+DPP4i (*n* = 6). (**C**) Clotting time was measured in *Ldlr^–/–^* mice fed a ND, HFD, or HFD+DPP4i using tail bleeding as a surrogate. (**D**) Bioplex analysis of circulating DPP4, GDF15, and SERPINE1 in serum from *Ldlr^–/–^* mice fed a regular diet, HFD, or HFD+DPP4i. (**E**) Representative images (*n* = 4–5 per condition) of aortic roots from ND-, HFD-, and HFD+DPP4i–treated mice stained with SA–β-gal (top), Oil Red O (middle), and H&E (bottom). Original magnification, ×100. (**F**) Quantification of SA–β-gal–positive area. (**G**) Quantification of relative lesion area. (**H**) Quantification of necrotic core thickness based on H&E staining. (**I**) Quantification of cap thickness (black line) based on H&E staining. (**J**) Left: immunofluorescent analysis of aortic roots with DAPI (blue), FX (purple), and p21 (orange) signals. Necrotic core area indicated by NC. Right: percentage of FX, p21, or double-positive (FX+p21) cells in HFD or HFD+DPP4i mice (*n* = 5). Original magnification, ×40. In **E**, H&E HFD image is from a different crop of SF6E HFD. Significance was established using Student’s *t* test or 1-way ANOVA via Tukey’s HSD. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

**Figure 8:**
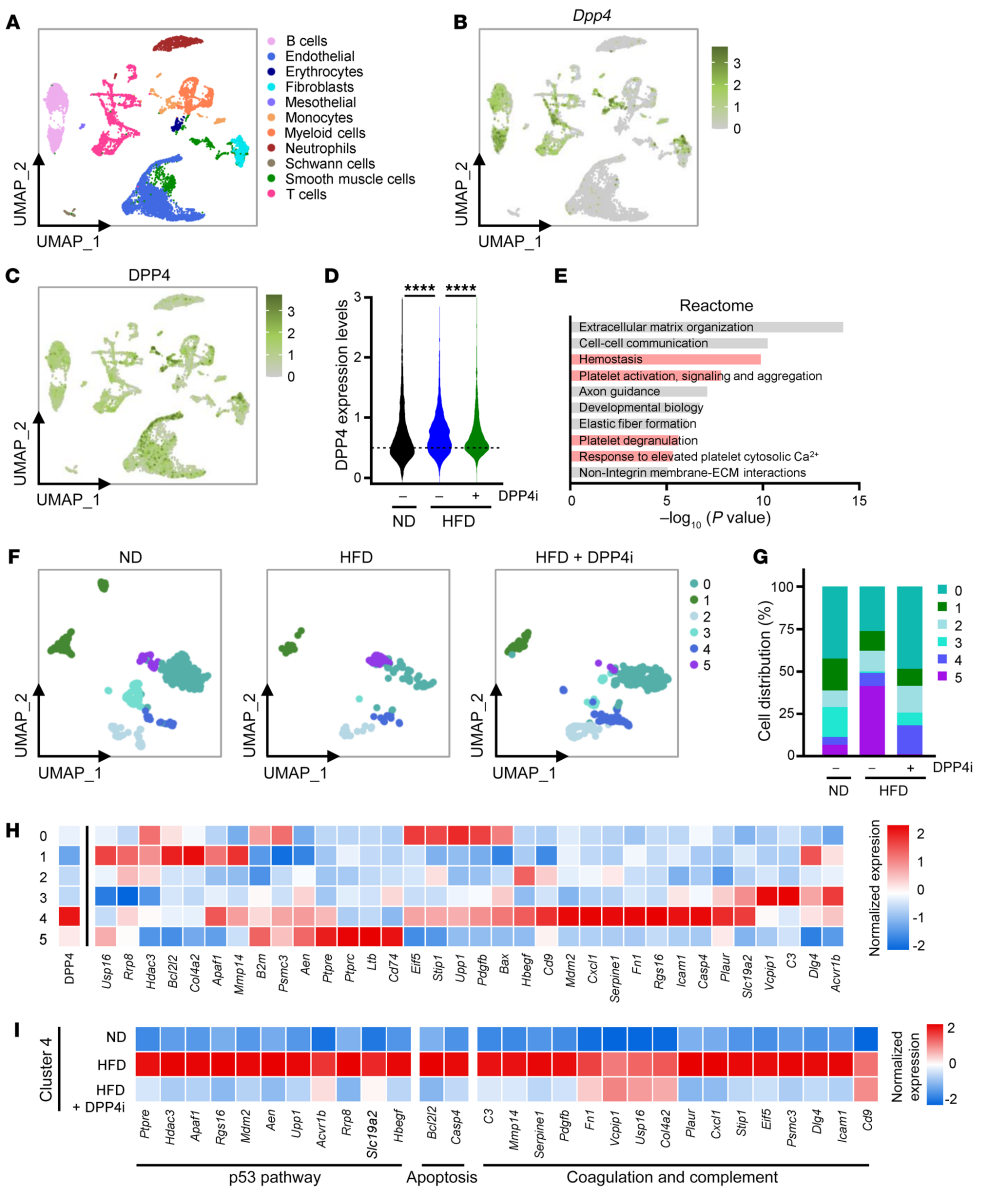
DPP4 CITE-Seq analysis of *Ldlr^-/-^* mouse model of atherosclerosis treated with DPP4i. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot of 16,050 aortic cells from all the samples color labeled by major cell types. (**B**) *Dpp4* mRNA distribution across all aortic cell types. (**C**) DPP4 cell-surface protein expression across all aortic cell types. (**D**) DPP4 protein expression levels in mice fed an ND, HFD, or HFD+DPP4i (*n* = 4, each condition). (**E**) Reactome pathway analysis of transcripts with positive correlation (*R* >0.2) to all aortic cells with DPP4 cell-surface protein. (**F**) UMAP of VSMC subset reclustered in ND, HFD, and HFD+DPP4i. (**G**) Composition (%) of VSMC subclusters in ND, HFD, and HFD+DPP4i. (**H**) Heatmap of DPP4 protein (far left) and mRNAs enriched in VSMC subclusters 0 through 5. (**I**) Heatmap of key cluster 4 mRNAs differentially expressed in ND, HFD, and HFD+DPP4i, categorized by p53 pathway-, apoptosis-, coagulation-, and complement-related genes. ****P ≤ 0.0001.

## Version 1 04/25/2023

In-Press Preview

## Version 2 06/15/2023

Electronic publication

# Supplementary material for: DPP4 inhibition impairs senohemostasis to improve plaque stability in atherosclerotic mice
**Source:** J Clin Invest. 2023 Jun 15;133(12):e165933. doi: 10.1172/JCI165933
**Supplement:** Supplemental table 2

Supplemental Table 2

RT-qPCR Primers	
Human	
CFD_Foward	GACACCATCGACCACGAC
CFD_Reverse	GTTGACTATGCCCCAGCC
SERPINE1_Foward	GTGGACTTTTCAGAGGTGGAG
SERPINE1_Reverse	GAAGTAGAGGGCATTCAACCAG
FII_Foward	ATGTCTGGAAGGTAAGTGTGC
FII_Reverse	CAGGATGGGTAGTGGAGTTG
TIMP3_Foward	TGATGGCAAGATGTACACGG
TIMP3_Reverse	GAAGTCACAAAGCAAGGCAG
CFB_Foward	ACCAAAAAGACTGTCAGGAAGG
CFB_Reverse	GAGAGTGTAACCGTCATAGCAG
FX_Foward	TCTTTGAGGACAGCGACAAG
FX_Reverse	ATCCTTCTAAACAGGTGCAGG
C2_Foward	CTTGAATGGGAGCAAACCTGAAC
C2_Reverse	GCATAGGAACTGGTCTGTCAC
CDKN1A_Foward	AGTCAGTTCCTTGTGGAGCC
CDKN1A_Reverse	CATGGGTCTGACGGACAT
BCL2L2_Foward	GATGGTGGCCTACCTGGAGA
BCL2L2_Reverse	AGAGCTGTGAACTCCGCCCA
BCL2L1_Foward	GAGCTGGTGGTTGACTTTCTC
BCL2L1_Reverse	TCCATCTCCGATTCACTCCCT
DPP4_Foward	CAAATTGAAGCAGCCAGACA
DPP4_Reverse	CACACTTGAACACGCCACTT
DPP4 (in.2-ex.2)_Foward	GCGCTTGTCACCATCATCACC
DPP4 (in.2-ex.2)_Reverse	GGTCCAACCCACGCAAAA
DPP4 (in.3-ex.4)_Foward	TTTGATCTGGGTGTTTTCTCTCTT
DPP4 (in.3-ex.4)_Reverse	TGAGCTGTTTCCATATTCAGCA
LMNB1_Foward	CTCAAGGCGCTCTACGAGAC
LMNB1_Reverse	GCGAACTCCAACCTCCTCAG
C5_Foward	TCACTGGAGACTTGGTTTGG
C5_Reverse	ACTCCTTTCGTCTGCTAATGG
RelA_Foward	ATGTGGAGATCATTGAGCAGC
RelA_Reverse	CCTGGTCCTGTGTAGCCATT
EGFR_Foward	CAGACCGGACGACAGGC
EGFR_Reverse	ATACTGGACGGAGTCAGGGG
Fos_Foward	TACTACCACTCACCCGCAGA
Fos_Reverse	CGTGGGAATGAAGTTGGCAC
SP1_Foward	CATCCCCTTTGGCTCTGCTG
SP1_Reverse	TGGCACCCCTGTGAAAGTTGT
ACTB_Foward	GCACAGAGCCTCGCCTT
ACTB_Reverse	GTTGTCGACGACGAGCG
Mouse	
mLmn1_Foward	GGAAGTTTATTCGCTTGAAGA
mLmn1_Reverse	ATCTCCCAGCCTCCCAT
mCdkn1a_Foward	TTGCCAGCAGAATAAAAGGTG
mCdkn1a_Reverse	TTTGCTCCTGTGCGGAAC
mActb_Foward	TTCTTTGCAGCTCCTTCGTT
mActb_Reverse	ATGGAGGGGAATACAGCCC
mI1a_Foward	AGCGCTCAAGGAGAAGACC
mI1a_Reverse	CCAGAAGAAAATGAGGTCGG
mGdf15_Foward	CTGGCAATGCCTGAACAACG
mGdf15_Reverse	GGTCGGGACTTGGTTCTGAG
mI1b_Foward	GAAATGCCACCTTTTGACAGTG
mI1b_Reverse	TGGATGCTCTCATCAGGACAG

# Supplementary material for: DPP4 inhibition impairs senohemostasis to improve plaque stability in atherosclerotic mice
**Source:** J Clin Invest. 2023 Jun 15;133(12):e165933. doi: 10.1172/JCI165933
**Supplement:** Supplemental table 5

Supplemental Table 5. Key resources table

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
P53	Cell Signaling Technology	18032S
P21	Cell Signaling Technology	2947S
Beta Actin	Santa Cruz Biotechnology	sc-47778
Lamin B1	Abcam	ab16048
BCL2L2	Cell Signaling Technology	2724
BCL2L1	Cell Signaling Technology	2764
TIMP3	Abcam	ab39184
FX	Abcam	ab196023
DPP4	Cell Signaling Technology	67138
P16	Abcam	ab54210
VDAC1	Santa Cruz Biotechnology	sc-58649
DPP4 (immunohistochemistry)	Abcam	ab225901
Cdkn2a (immunohistochemistry)	Abcam	ab54210
aSMA	Cell Signaling Technology	19245
EGFR	Cell Signaling Technology	2232S
NF- κ B p65	Cell Signaling Technology	8242
APC anti-human CD26 Antibody	BD Biosciences	563670
APC anti-mouse CD26 Antibody	BioLegend	137807
TotalSeq™-C0987 anti-Allophycocyanin (APC) Antibody	BioLegend	408007
FITC anti-mouse CD31 Antibody	BioLegend	102405
PE/Cyanine 7 anti-mouse CD45 Antibody	BioLegend	103113
Pacific Blue anti-mouse TER-119 Antibody	BioLegend	116232
**Chemicals, peptides, and recombinant proteins**		
Lipofectamine RNAiMax	Thermo Fisher Scientific	13778150
RNase OUT	Invitrogen	10777019
Vildagliptin	Selleckchem	S3033
Dabigatran	Selleckchem	S2196
ZVAD-FMK	Selleckchem	S7023
CoCl ₂	Sigma-Aldrich	C8661
Doxorubicin	Selleckchem	E2516
TriPure Isolation Reagent	Roche	11667165001
TRIzol™ LS Reagent	Thermo Fisher Scientific	10296028
Lipofectamine RNAiMax	Thermo Fisher Scientific	13778150
Etoposide	Selleckchem	S1225
Human TruStain FcX™ Fc Blocking reagent	BioLegend	422301
Mouse TruStain FcX™ Fc Blocking reagent	BioLegend	101320
Collagenase II	Sigma-Aldrich	9001-12-1
Elastase	Worthington	LS 002292
DMEM	Gibco	11965092
FBS	Gibco	26140079
Penn/Strep	Gibco	15140122
Sodium Pyruvate	Gibco	11360070
Non-essential amino acids	Gibco	11140050
VascuLife® SMC Medium Complete Kit	LifeLine	LL-0014

Propidium Iodide	Invitrogen	P1304MP
Trypsin-EDTA (0.05%), phenol red	Gibco	25300054
Critical commercial assays		
DPP4 Activity Assay	Abcam	ab204722
Caspase-Glo 3/7 Assay	Promega	G8091
Senescence- β -Galactosidase Staining Kit	Cell Signaling Technology	9860S
Direct-zol RNA Miniprep	Zymo Research	R2051
Maxima First Strand cDNA Synthesis Kit for RT-qPCR	Thermo Fisher Scientific	K1641
Pierce™ Cell Surface Protein Isolation Kit	Thermo Fisher Scientific	89881
Chromium Next GEM Single Cell 3' Kit v3.1	10X Genomics	1000268
Chromium Next GEM Chip G Single Cell Kit	10X Genomics	1000120
Bioanalyzer DNA 1000 kit	Agilent	5067-1504
High Sensitivity DNA kit	Agilent	5067-4626
Deposited data		
Raw and analyzed data	This paper	
Experimental models: Cell lines		
WI-38 Fibroblasts	Coriell Institute for Medical Research	AG07217
Human Coronary Artery Smooth Muscle Cells (hVSMCs)	LifeLine Cell Technology	FC-0031
Human renal mixed epithelial cells (HRECs)	ATCC	PCS-400-012
Experimental models: Organisms/strains		
LDLR ^{-/-} mouse strain (B6.129S7-Ldlrtm1Her/J)	The Jackson Laboratory	002207
C57Bl/6 mouse strain	Charles River Laboratory	
Oligonucleotides		
siDPP4	Dharmacon	L-004181-00-0005
siCtrl	Dharmacon	D-001810-10-05
siRNA screening plate	Dharmacon	Table S1
RT-qPCR primers	IDT	Table S2
siSp1	Dharmacon	L-026959-00-0005
siEGFR	Dharmacon	L-003114-00-0005
siFos	Dharmacon	L-003265-00-0005
Software and algorithms		
Seurat package, version 4.1.0	Hao et al., 2021	
Other		
Harlan atherogenic diet	Envigo	TD.88137

How the deposited data were processed for this re-analysis (not part of the article)

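Single cells from the aortas of Ldlr–/– mice were measured in 6 pools, 1 male and 1 female for each of ND, HFD and HFD+DPP4i, after 16 weeks of diet and treatment. The methods give 3 mice per pool and the removal of perivascular adipose tissue before digestion. Each pool was stained with an APC-conjugated antibody against DPP4 and with a secondary antibody against APC that carries an oligonucleotide tag, here called the DPP4 tag, and was run through 10x Genomics single-cell sequencing. The authors made the deposited counts with the Feature Barcoding pipeline of Cell Ranger 6.1.1 on mm10 and did not normalize them. Each value is a count of UMIs for 1 gene, or for the DPP4 tag, in 1 cell, and all values are whole numbers. The paper states that its own clustering was done in Seurat 4.1.0, and its labels of single cells are not in the sources used. The release of the gene annotation and the handling of intronic reads are not stated in the article or the sample labels, and the Supplemental Methods, to which it refers for the downstream analysis, were not among the sources used. Of the gene identifiers, 32158 were found in GENCODE vM21, from which all gene positions are taken.

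Cells with at least 200 genes and under 20.0% mitochondrial UMIs were kept, 15890 of 16820 barcodes. UMIs were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were computed with separately written Python functions, and cells were clustered with leidenalg 0.10.2 on a graph of 20 neighbors at a resolution of 0.8 with seed 1. Clusters were named with the suffix "like" from marker lists for VSMC, endothelial, lymphatic endothelial, fibroblast, mesothelial, Schwann, B, plasma, T, NK or innate lymphoid cells, macrophages, monocytes, dendritic cells, neutrophils, mast cells or basophils, erythrocytes, platelets, adipocytes and proliferating cells. No cluster took the names lymphatic endothelial, mesothelial, platelet or adipocyte. Doublets were called by scrublet in scanpy (345 cells, 2.17%) and kept, except in an alternative. The DPP4 tag was put on a centered log-ratio scale over the cells of all pools, as in Seurat, and was not used in clustering.

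Cell numbers per class and UMI counts summed per class and pool were tested in edgeR 4.0.16 on R 4.3.3 (quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05), with sex and condition as terms and all 6 pools in 1 model. A class was tested for genes where every pool had at least 10 cells of it, and for its share where it had at least 10 cells in all. Summed counts were normalized by TMM and filtered by filterByExpr, while cell numbers were offset by the cells of the pool. Gene lists were tested by camera in limma 3.58.1 with a preset correlation of 0.01, adjusted over the lists of a class and contrast, and again with an estimated correlation. Single values per pool were compared by a two-sided exact permutation test in Python 3.11.15, for which the smallest p with 2 pools against 2 is 0.3333. Correlations with the DPP4 tag are Pearson's, over genes found in at least 1% of cells, and lists among them were tested by Fisher's exact test in scipy 1.17.1. DESeq2 1.42.0 served as the other tool.

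The lists were the p53 pathway, apoptosis, and coagulation and complement genes of Fig. 8I and the further genes of Fig. 8H, all chosen by the study on these samples. The others were p53 targets, complement, coagulation and fibrinolysis, SASP, senescence markers, contractile VSMC, modulated VSMC, immune genes in VSMC, extracellular matrix, platelet activation and degranulation, elastic fiber formation, cell cell junctions, endothelial activation, foam cell macrophage, inflammatory macrophage, resident macrophage, cholesterol synthesis, interferon response, dissociation stress and oxidative phosphorylation. They were written from general knowledge of each pathway and share members with one another.

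Genes were named by a rule. It takes Dpp4 and every gene that the paper names for this experiment in its text, Fig. 8H or Fig. 8I, whose values in those figures had been seen. It also takes, per class and contrast, the 10 genes with the largest absolute log2 fold change past the test and changed alike in both sexes. Per list described, it takes up to 4 members past the test with the smallest p, or the 2 with the highest mean count where none passes. It adds Xist and Ddx3y, which served only to check the sex labels. The marker lists, gene lists, tests, thresholds, this rule and the first set of alternatives were chosen before the data were examined. Alternatives added later are named as such where they are given.

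Each alternative changed 1 choice, and the filter on low counts was set anew where pools or cells were left out, so that the genes tested changed with it. The alternatives were DESeq2, no filter on low counts, no replicate block (condition as the only term, which left 3 classes called in HFD against ND by cell number), leaving out each pool, removal of doublets, a strict cell filter (at least 500 genes and under 10.0% mitochondrial UMIs, 12931 cells), TMM on cell numbers, erythrocyte-like cells left out, clustering at 0.5 and 1.2, and subclustering at 0.3 and 0.8 in place of 0.5. For the DPP4 tag they were a log-ratio within each pool, a threshold of 1.0, a threshold at the 95th percentile of the neutrophil-like cells of a pool, thinning of each pool to the lowest median per cell, Spearman's correlation and means within pools or classes.

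The edgeR test was tested on simulated data with the spread and depth of these pools, in which 100 genes each were changed by 2-fold and 4-fold. It recovered 2 and 37 in VSMC-like, 55 and 95 in endothelial-like and 41 and 87 in B cell-like cells. For cell numbers, 100 simulated data sets with B cell-like cells raised and VSMC-like cells lowered by 4-fold gave 56 and 41 calls, and 0.67% of unchanged classes were called. Their squared coefficient of variation between pools was fixed at 0.1 and not estimated from these pools, so that these rates need not hold for their spread. Gene UMIs per pool ranged from 9600007 to 28130443. The HFD pools held 10 and 21 VSMC-like cells. In VSMC-like cells 4675 genes could be tested, against 11753 in endothelial-like cells. Genes within a VSMC-like subcluster, with as few as 1 cell in a pool, were compared without a test. A difference between the sexes could not be tested with 1 pool per sex and condition. Imaging, physiology, protein and human data of the paper were left out, since the deposited files used here hold only the 6 mouse pools.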

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

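The tests of the lymphoid cells, the antibody background, the share of lymphoid cells among DPP4-positive cells, the contractile genes and the grouping of endothelial cells were chosen only after the result was seen.

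B cell-like cells made up more of the HFD than of the ND pool in both sexes, by 43.5 percentage points in males and 14.2 in females, the values that an effect of the diet needs. Lymphoid tissue carried over with the aortas of the HFD male pool alone would leave the HFD female pool unchanged. B cell-like cells also made up 19.6% of that female pool, against at most 9.23% (SD 2.07) in the 4 ND and HFD+DPP4i pools. This argues against such carry-over as the whole cause only if no male cells reached the female pool. Ddx3y stood there at 0.156 UMIs per 10000, against 0.0214 and 0.051 in the other female pools, while Xist (5.48) lay between theirs (5.77 and 5.20). The source of these male transcripts was not tested, so that the test cannot decide. A lower yield of vascular cells is argued against in males, since B cell-like cells rose from ND to HFD by at least 2.31-fold per cell of each of 6 other immune classes, and by 57.2-fold per neutrophil-like cell. In females it stays open. There B cell-like cells rose by more than the bound of 2-fold per neutrophil-like (3.0-fold), monocyte-like and NK or innate lymphoid-like cell. They rose 1.45-fold per macrophage-like, 1.75-fold per T cell-like and 1.97-fold per dendritic-like cell, under that bound. Of the 317 plasma cell-like cells and proliferating cells led by Pclaf and Hist1h1b, 81.1% came from the HFD male pool (257 cells, with 27 from the HFD female pool), and for these cells carry-over and the diet cannot be told apart with 1 HFD male pool. For B cell-like cells the diet stays open, as do carry-over in the HFD male pool alone and carry-over in both HFD pools, the last of which was not tested.

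The share of DPP4-positive cells was 46.6 points higher in HFD than in ND. The larger number of lymphoid cells is argued against as the whole cause, since the difference was 43.6 points without them. Antibody background or ADT depth may contribute, since neutrophil-like cells, with Dpp4 mRNA at background only, passed the threshold 50.3 points more often in HFD than in ND (42.6 in males, 58.0 in females). The rise over all cells also ended with a threshold set on the neutrophil-like cells of each pool (−5.99 points, 4.36 in males and −16.3 in females). After thinning each pool to the lowest median ADT per cell 1.16 points were left, and 7.47 with the log-ratio taken within each pool. Both settings put the pools at a similar level by construction. They would also remove a real rise shared by most cells, and cannot separate background or depth from the diet. An effect of the diet on DPP4 also has a value that it needs, since Dpp4 in dendritic-like cells was higher in HFD by 0.376 UMIs per 10000 in males and 1.45 in females, with a log2 fold change of 0.34 that did not pass edgeR's test (adjusted p = 0.609). Other classes with Dpp4 mRNA did not move alike. NK or innate lymphoid-like cells were higher in HFD than in ND in both sexes (0.729 against 0.225 in males, 0.4645 against 0.0563 in females). B cell-like cells were lower in both (0.864 against 1.45, 0.906 against 1.11), as were fibroblast-like cells (0.366 against 0.858, 0.770 against 1.18). In T cell-like cells the sexes went opposite ways. Antibody background or ADT depth and an effect of the diet both stay open.

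The VSMC-like subcluster with the highest DPP4 ADT held endothelial genes. Free endothelial RNA at the same level in all VSMC-like droplets is argued against. The endothelial markers stood at a median of 27.2 times their level in the other VSMC-like cells (lower quartile 3.91). The grouping came from variable genes of these same cells, so that part of this ratio may follow from it. Free RNA that differs between droplets was not tested. Droplets with a VSMC and an endothelial cell are argued against by the 20 contractile genes, at a median of 0.0197 of their level in the other VSMC-like cells (quartiles 0.00106 and 0.0625), although the bound set earlier on the endothelial markers was not met (median 0.619, quartiles 0.278 and 0.783, 15 genes). That median of 0.619 against endothelial-like cells, with Myh11 at 0.00141 of its level in the other VSMC-like cells, has the values it needs if endothelial cells were grouped with VSMCs by the clustering, and the 72 cells may be such cells. Against endothelial-like cells, however, Acta2 stood at 7.83 against 0.130 UMIs per 10000 and Tagln at 2.87 against 0.940. Myh11 stood at 0.0461 against 0.0224, and Cnn1 at 0 against 0.0033. The 72 cells thus do not match endothelial-like cells in every contractile gene. For their higher ADT, larger cells are argued against, since the difference in CLR was 0.268 with total UMIs as a term (0.333 without, jackknife standard error 0.0562), and so is Dpp4 mRNA, since a count of 0 allows 0.0276 UMIs per 10000, below the 0.0447 of the other VSMC-like cells and the 0.0362 of neutrophil-like cells, each summed over cells, although above the mean over pools of neutrophil-like cells (0.0248, SD 0.0246). No biological explanation, such as a change of VSMCs toward endothelial cells, was tested.

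Several shares moved in opposite directions in the male and female pools, and with 1 pool per sex and condition these differences were not tested. From ND to HFD, the macrophage-like share changed by −4.31 points in males and by 7.00 in females, and from HFD to HFD+DPP4i by 4.08 and −6.90. From ND to HFD, the neutrophil-like share changed by −7.93 points in males and 1.08 in females, the VSMC-like share by −1.49 and 0.459, the fibroblast-like share by −9.82 and 0.711, and the share of the subcluster beside cluster 5 by −13.4 and 0.280. From HFD to HFD+DPP4i, the DPP4-positive share changed by −19.5 points in males and 15.6 in females among all cells, and by −3.48 and 16.9 among VSMC-like cells. DPP4-positive VSMC-like cells as a share of all cells changed from ND to HFD by −0.357 points in males and 0.670 in females.

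Genes also passed edgeR's test in classes whose expression by condition the paper does not report. In dendritic-like cells 264 genes passed between HFD and ND (from 145 without the HFD male pool to 552 without the HFD+DPP4i male pool), and 8 between HFD+DPP4i and HFD (2 without the HFD male pool to 147 without the ND male pool). In macrophage-like cells 200 passed between HFD and ND (36 without the ND male pool to 355 without the HFD+DPP4i female pool), and 1 between HFD+DPP4i and HFD (14 without the HFD male pool to 84 without the ND female pool). In B cell-like cells the counts were 133 (9 without the HFD male pool to 466 without the HFD+DPP4i male pool) and 76 (6 without the HFD male pool to 306 without the HFD+DPP4i female pool). In endothelial-like cells they were 16 (2 without the HFD male to 153 without the HFD female pool) and 4 (0 without the HFD male to 67 without the ND male pool). Monocyte-like cells had 13 (29 without the ND male to 77 without the HFD male pool) and 15 (10 without the HFD+DPP4i female to 108 without the HFD female pool). Between HFD and ND, neutrophil-like cells had 34 (0 without the ND male to 269 without the HFD+DPP4i male pool) and NK or innate lymphoid-like cells 3 (38 without the HFD male to 359 without the HFD female pool). Fibroblast-like cells had 2 between HFD+DPP4i and HFD (0 without the ND male to 491 without the HFD+DPP4i male pool). Many of these counts depend on sex as a term. With no replicate block, edgeR called between HFD and ND 6 genes in macrophage-like, 4 in endothelial-like, 2 in neutrophil-like, 1 in monocyte-like and 0 in NK or innate lymphoid-like cells (858, 1047, 785, 282 and 468 at an unadjusted p under 0.05), but 155 in B cell-like and 299 in dendritic-like cells. For HFD+DPP4i against HFD it called 0 in macrophage-like, endothelial-like, monocyte-like and fibroblast-like cells (321, 668, 425 and 363 at an unadjusted p under 0.05), 2 in dendritic-like and 94 in B cell-like cells. With doublets removed, the 8 genes of dendritic-like cells became 0 (454 at an unadjusted p under 0.05).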

How the results depend on the processing

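The settings without lymphoid cells, within DPP4-positive cells, within single classes, with the cells led by Rgs5 and Postn and in the other VSMC-like cells are tests chosen only after the result was seen. Of the values that answer a comparison, 164 alternatives left the result as it was, 76 moved it beyond its spread or by more than 1.5 times and 15 reversed its direction. For single genes and classes the counts were 174 as before, 169 moved, 12 newly past the threshold, 17 no longer past it and 4 reversed. The cause was not tested, except where fewer cells, genes or pools follow from the setting itself.

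Leaving out 1 pool, where the lone sample of a condition is assumed to vary like the other groups, moved most counts. The filter on low counts was set anew each time, so that the ranges of genes called mix both changes (in VSMC-like cells, 4675 genes were tested with all pools and 5186 to 6410 without 1 pool). Classes called by cell number ranged from 0 to 12 in HFD against ND and from 0 to 11 in HFD+DPP4i against HFD, with 0 without either ND pool and the highest without the HFD female pool. The log2 fold change between HFD and ND ranged from −2.64 to 0.37 for VSMC-like cells, positive without the HFD male pool, and from −2.74 to 0.0159 for fibroblast-like cells, positive without the ND male pool. The DPP4-positive share in HFD+DPP4i against HFD ranged from −17.2 to 13.3 points. Genes called over all classes ranged from 521 to 2063 in HFD against ND (663 with all pools) and from 275 to 903 in HFD+DPP4i against HFD (106 with all pools). In VSMC-like cells they ranged from 0 to 284 and from 0 to 133. The subcluster beside cluster 5 ranged from −21.5 to 31.0 points and from −13.7 to 4.33, and the 31.0, without the ND male pool, belongs to the subcluster with endothelial genes, to which the match then moves. Fig. 8I genes over the list alone ranged from 0 to 13 in the first contrast and from 0 to 3 in the second. The 23 of 29 genes with both directions in the subcluster beside cluster 4 ranged from 18 to 25, with 26 in all VSMC-like cells and 16 in the other VSMC-like cells.

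Without lymphoid cells, 2 classes were called in HFD against ND, dendritic-like cells (log2 fold change 2.23) and the unnamed cells led by Retnla and Lyz1 (−2.49). The immune share then differed by 15.4 points between HFD and ND and by −13.0 between HFD+DPP4i and HFD, and the log2 fold changes of VSMC-like (0.32) and fibroblast-like cells (0.0115) turned positive. The DPP4-positive share turned to 0.248 points in HFD+DPP4i against HFD, and the ADT level per positive cell to 5.49 UMIs in HFD against ND and −29.4 in HFD+DPP4i against HFD. With TMM on cell numbers 4 classes were called in HFD+DPP4i against HFD, and at a resolution of 0.5 the count was 0 by edgeR, with 3 at an unadjusted p under 0.05.

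The difference in the share of DPP4-positive cells between HFD and ND, 46.6 points at the threshold used, was 7.47 points with the log-ratio taken within each pool, 15.4 with a threshold of 1.0, 1.16 after thinning and −5.99 with the threshold from neutrophil-like cells. Between HFD+DPP4i and HFD it was 5.55 points after thinning. The ADT level per positive cell in HFD against ND was 53.6 UMIs (within each pool), −109.7 (threshold of 1.0) and 83.9 (neutrophil-like cells), and in HFD+DPP4i against HFD it was 72.7 (threshold of 1.0), 78.5 (neutrophil-like cells) and 14.7 (after thinning).

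Transcripts correlated with DPP4 at R > 0.2, 126 over all cells, were 324 by Spearman's correlation, 1 by the mean within classes, 33 within DPP4-positive cells and 204 without lymphoid cells. Within single classes they were 39 in B cell-like, 735 in dendritic-like, 270 in endothelial-like, 1058 in erythrocyte-like, 259 in fibroblast-like, 23 in macrophage-like, 227 in monocyte-like, 47 in neutrophil-like, 623 in plasma cell-like, 582 in Schwann-like and 1157 in VSMC-like cells. They were 1555 in the proliferating cells led by Arpp21 and 1697 in those led by Pclaf, and 10, 1143 and 930 in the unnamed cells led by Ctla2a, Retnla and Rgs5.

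Over all classes, edgeR called 340 genes higher and 323 lower in HFD than in ND, and DESeq2 451 and 265. In HFD+DPP4i against HFD, DESeq2 called 67. Without a filter on low counts the totals were 3527 and 1387, and in VSMC-like cells 210 and 58, where DESeq2 called 21 and 1. With an estimated correlation 0 of 536 camera tests passed, against 183 at the preset one. With the cells led by Rgs5 and Postn, 1 VSMC subcluster was called, lower in HFD than in ND (adjusted p = 0.00533), but all of its 35 cells came from the ND male pool and 0 from every other pool, so that the call rests on 1 pool and its log2 fold change (−6.03) is not a measured ratio. At subclustering resolutions of 0.3 and 0.8 the subcluster beside cluster 5 was 3.93 and 6.31 points higher in HFD+DPP4i than in HFD. Fig. 8I genes over the list alone in HFD against ND, 11 with sex as a term, were 7 with no replicate block and 17 without a filter, and in HFD+DPP4i against HFD 1 was lower without a filter and 1 with doublets removed.

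In VSMC-like cells the test recovered 2 of 100 simulated genes changed by 2-fold and 37 changed by 4-fold, and whether cell number, depth or the spread between pools limits it was not tested. Within the subcluster beside cluster 4, DESeq2 and the model with no replicate block gave no value, as some pools held fewer than 10 of its cells, and under the strict cell filter VSMC-like and erythrocyte-like cells fell short of 10 cells in a pool and were not tested for genes.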

Differences from the paper's values

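The alternative that adds the cells led by Rgs5 and Postn to the VSMC-like cells, and the correlations without lymphoid cells, within DPP4-positive cells and within single classes, are tests chosen only after the result was seen. The subclusters here were matched to the paper's by DPP4 ADT or by genes, and need not hold the same cells.

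The paper gives 6 VSMC subclusters, and 3 were found here. Of the alternatives set before the data were examined, subclustering at a resolution of 0.8 gave 4, within the range set for no difference, and a resolution of 0.3 and removal of doublets gave 3 each. With the cells led by Rgs5 and Postn, chosen after seeing the values, there were 5. The paper shows cluster 4 at about 8% of VSMCs in HFD in Fig. 8G, read by eye, and the subcluster beside it made up 36.9% (SD 18.5). The difference ended without the HFD male pool (23.8%) and stayed at resolutions of 0.3 and 0.8, with doublets removed and without any other single pool. For HFD+DPP4i the paper shows about 18% in Fig. 8G, read by eye, against 29.1% here (SD 8.07), and the difference ended without the HFD+DPP4i male pool (23.4%) but stayed in the same other alternatives. For cluster 5 in ND the paper shows about 7% in Fig. 8G, read by eye, against 38.5% (SD 21.2), and the difference stayed in each other alternative. Without the ND male pool the value is 5.88%, within the range set for no difference, but the match then moves to the subcluster with endothelial genes and shares 0% of cells with the one described, which made up 23.5% of the ND female pool. For cluster 5 in HFD+DPP4i the paper shows about 0% in Fig. 8G, read by eye, against 27.2% (SD 12.8), and the difference stayed in each alternative set before the data were examined. With the cells led by Rgs5 and Postn, chosen after seeing the values, cluster 4 in HFD stood at 21.8%, which differs from the paper's value by its own spread (SD 4.58) and does not by the spread of the main setting (SD 18.5), while 21.7%, 14.5% and 0% for the other 3 shares did not differ. The subcluster beside cluster 5 is then another one, 35 cells of the ND male pool that share 1.72% of cells with it, and 1 share of the paper that had matched was lost, that of cluster 5 in HFD (0% against about 42% in Fig. 8G, read by eye, and 31.9% with all pools).

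The paper states that DPP4 inhibition lowered the number of DPP4-positive cells. Here the share changed by −1.97 points from HFD to HFD+DPP4i, by −19.5 in males and 15.6 in females (−17.2 points without the HFD+DPP4i female pool), while the rise from ND to HFD (46.6 points) and the lack of a rise per positive cell (−40.8 UMIs) go the paper's way at the threshold used. The rise was 1.16 points after thinning and −5.99 with the threshold from neutrophil-like cells, and the level per positive cell was 53.6 UMIs higher in HFD with the log-ratio within each pool, 83.9 higher with the threshold from neutrophil-like cells and 5.49 higher without lymphoid cells. Thinning brings the pools to a similar median ADT and would also remove a real rise shared by most cells. Among VSMCs the paper states a rise with HFD and a fall with inhibition. VSMC-like cells gave 30.5 points for the first and 6.70 for the second, in the other direction, at the threshold used. The second was −3.48 points in males and 16.9 in females (exact p = 1.0). With the threshold from neutrophil-like cells, the first was −31.0 points, lower in both sexes, and the second 13.2. The legend of Fig. 8 gives a p-value at its end without naming the panel, the test or the unit of the test, and the pool was the unit here. The paper gives cluster 4 the largest number of DPP4-positive cells. The subcluster beside it held 50 and the contractile subcluster 62, although its share of positive cells and, by the way it was matched, its ADT value were the highest. For cluster 5 the paper states a rise in HFD that inhibition reversed, while the subcluster beside it changed by −6.58 and −4.70 points, with 0 of 3 subclusters past edgeR's test. The first value is positive without the ND male pool (31.0 points, where the match moves to the subcluster with endothelial genes) and without the HFD female pool (1.51). The subcluster with endothelial genes held more Ptprc and B2m and fewer contractile transcripts, traits that the paper gives cluster 5. With all pools its share changed by 17.6 and −7.83 points, in the paper's directions but within the spread between pools. The paper gives cluster 5 more DPP4 than most VSMCs, and the subcluster beside it exceeded the other VSMC-like cells in 3 of 6 pools.

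The paper reports hemostasis pathways among transcripts correlated with DPP4 at R > 0.2. Over all cells, 0 members of the lists of coagulation, platelet activation and extracellular matrix were among the 126 genes. The paper used Reactome, which was not run here. The lists were written from general knowledge and are not its pathways, so that the results are not like for like. In other settings, coagulation and platelet genes were enriched within endothelial-like and within VSMC-like cells (7 of 24 and 18 of 56 in the latter, which include the endothelial genes Vwf, Pecam1, F8 and Procr, while Vwf and Pecam1 mark the 72 VSMC-like cells with endothelial genes), platelet genes within dendritic-like cells (10 of 56, adjusted p = 0.00639 from Fisher's exact test) and matrix genes within endothelial-like and fibroblast-like cells (13 of 60 in the latter, adjusted p = 2.0e-09 from Fisher's exact test). Without lymphoid cells, S100a10 and Vwf of the coagulation list passed, and Vwf did within DPP4-positive cells and, in an alternative set before the data were examined, by the mean of the correlations within each pool, with no enrichment of the list (adjusted p = 0.914 from Fisher's exact test in the last).

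Of the 9 genes that the text names for cluster 4, 5 had a higher mean in the subcluster beside it than in the other VSMC-like cells (Upp1, Ptpre, Casp4, Mmp14 and Serpine1) and 4 a lower one (Mdm2, Bcl2l2, C3 and Fn1). Of the 10 genes of Fig. 8H for this cluster, 8 were higher, and of the 29 of Fig. 8I, 21. For cluster 5 the paper states a loss of contractile genes, and against the contractile subcluster the values go its way, with Acta2 at 32.5 against 81.9 UMIs per 10000, Tagln at 22.4 against 83.3 and Myh11 at 17.1 against 41.2. Against all other VSMC-like cells, which include the subcluster beside cluster 4 with few contractile transcripts, Acta2 (39.6) and Tagln (35.9) were within the spread between pools. The paper gives cluster 5 high B2m, which stood at 2.26 in the subcluster beside it, against 6.44 in the other VSMC-like cells and 1.77 in the contractile subcluster. B2m was highest in the subcluster with endothelial genes, at 11.0 against 1.77 in the other VSMC-like cells, higher in 5 of 5 pools. The paper marks the genes of Fig. 8I as changed between the conditions in cluster 4, and the subcluster beside it had too few cells per pool for a test. The test here covered all VSMC-like cells, a wider group, so that the comparison is not like for like. There edgeR tested 18 of the 29 genes and called 0 over all genes, with 11 higher in HFD and 0 lower in HFD+DPP4i over the list alone. This test recovered 2 and 37 of 100 simulated genes changed by 2-fold and 4-fold in VSMC-like cells. Without a filter on low counts, 11 were called over all genes in HFD against ND (17 over the list alone) and 1 in HFD+DPP4i against HFD, and DESeq2 called 3 (10 over the list alone) and 0. Leaving out a pool called 3 over all genes in HFD against ND without the ND female pool, 6 without the HFD male pool, 5 without the HFD female pool and 4 without the HFD+DPP4i male pool. For the effect of inhibition, 1 was called over the list alone with doublets removed and 3 without the HFD male pool. In the subcluster beside cluster 4, 23 of the 29 genes were higher in HFD and lower again in HFD+DPP4i, the paper's directions. Both directions held in each sex for 11 genes. The study chose the list on these samples, so these directions are not independent evidence. The draws without a difference between conditions cannot tell whether 23 genes exceed chance.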

Other observations

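In macrophage-like cells, genes of resident macrophages were lower and genes of lipid handling higher in HFD than in ND, with sex as a term in the model. Between HFD and ND, 118 of 8092 genes were higher and 82 lower by edgeR, against 1 and 5 with no replicate block (6 in all) and 26 and 10 without the ND male pool. Lyve1 (log2 fold change −2.88, standard error 0.50, adjusted p = 0.0283), Cd209f (−4.29) and Mrc1 (−1.44) of resident macrophages fell, with 11 of 15 members lower and 1 higher when adjusted over the list alone. Lgals3 (3.23, standard error 0.36, adjusted p = 0.0158) and Fabp5 (4.34) rose, with 11 of 20 foam cell genes higher and 1 lower over the list alone, and the matrix protease Mmp14 rose as well (3.47). By camera the resident list was lower (adjusted p = 3.7e-12), and the foam cell list (adjusted p = 1.3e-05) and oxidative phosphorylation (adjusted p = 3.6e-18, 25 of 27 genes over the list alone, among them Cox5b and Cox5a) were higher, each with adjusted p = 0.556 at an estimated correlation. F10, which encodes coagulation factor X, was at least 17.2-fold higher in HFD, against a floor of 3 UMIs over the ND pools. With DPP4i, Chil3, which encodes a lectin secreted by macrophages, was the 1 gene called, higher than in HFD (3.01, adjusted p = 0.0318). The resident list was also higher than in HFD (adjusted p = 1.3e-14, with adjusted p = 0.373 at an estimated correlation), with 10 of 15 genes over the list alone. The tests between conditions were planned, and these genes fall under the rule.

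In dendritic-like cells, the chemokine gene Ccl5 rose from ND to HFD (log2 fold change 7.58, standard error 0.48, adjusted p = 0.000446) and passed in 11 of 11 alternatives, as did Ltb, the gene of lymphotoxin beta (4.52). Genes of cholesterol synthesis fell, with Fdps (−2.68), Msmo1 (−2.45), Cyp51 (−3.11) and Hmgcs1 (−2.25) past the test among 11 tested (camera adjusted p = 2.0e-08, and adjusted p = 0.596 with an estimated correlation). The dendritic-like class joins a cluster led by Flt3 with a plasmacytoid cluster of 46 cells led by Siglech, which held 2 and 1 cells in the ND pools and 26 and 7 in the HFD pools, so that HFD and ND hold different mixtures here too. In neutrophil-like cells, Upp1 (4.18), the p53 target and senescence marker Cdkn1a (3.31) and the cholesterol exporter Abca1 (3.56, adjusted p = 0.00321) rose in HFD. Spp1 was at least 69.0-fold higher there, against the same floor. The SASP (adjusted p = 9.6e-05) and inflammatory macrophage lists (adjusted p = 1.2e-10) were higher in these cells, each with adjusted p = 0.424 at an estimated correlation, while no gene of neutrophil-like cells passed edgeR's test without the ND male pool (315 at an unadjusted p under 0.05). The class joins a larger cluster with a cluster of 100 cells led by Camp, Ngp and Ltf, of which 96 came from the ND male pool and 1 from the HFD pools, so that HFD and ND hold different mixtures. In monocyte-like cells the genes of MHC class II H2-Aa (3.66, adjusted p = 0.00262) and H2-Eb1 (4.05) were higher in HFD, and H2-Aa was lower in HFD+DPP4i than in HFD (−2.51). H2-Aa passed in 8 of 11 alternatives in the first contrast and 5 of 11 in the second. With no replicate block, edgeR called 1 and 0 genes of monocyte-like cells in these contrasts (282 and 425 at an unadjusted p under 0.05), and DESeq2 2 and 0 (84 and 116). B cells carry MHC class II too, and Igkc, a transcript of B and plasma cells, moved alike in monocyte-like cells (5.48 and −3.19), while B cell-like cells made up 4.91% of cells in ND, 33.8% in HFD and 7.87% in HFD+DPP4i. Whether these transcripts came from the monocytes themselves was not tested. Cyp1a1, a target of the aryl hydrocarbon receptor, was at least 63.4-fold lower in endothelial-like cells of HFD than of ND, with 459 UMIs in the ND pools and 0 in HFD. Ccl1, a chemokine gene, was at least 663.6-fold lower in NK or innate lymphoid-like cells of HFD. This class joins a cluster of NK cells with one led by Gata3 and Il1rl1, which held 50 and 28 cells in the ND pools, 0 in the HFD male pool and 30 in the HFD female pool, and the calls there may follow this mixture. With no replicate block, 0 genes of this class passed edgeR's test (468 at an unadjusted p under 0.05).

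In B cell-like cells, S100a4, which encodes a calcium-binding protein, was higher in HFD+DPP4i than in HFD (log2 fold change 3.42, standard error 0.26, adjusted p = 5.0e-05) and passed in 11 of 11 alternatives. Interferon response genes lay higher there (camera adjusted p = 1.6e-15, and adjusted p = 0.168 with an estimated correlation), with Isg15 (1.59), Ifit3 (2.96) and Usp18 (1.84) past the test. In fibroblast-like cells, the 2 genes called between HFD+DPP4i and HFD were S100a8 (7.21) of neutrophils and Hbb-bt (5.80) of erythrocytes. Transcripts of B and plasma cells moved with condition in other classes. Igkc was higher in HFD than in ND in endothelial-like (4.91), monocyte-like (5.48) and NK or innate lymphoid-like cells (5.67), and lower in HFD+DPP4i than in HFD in dendritic-like cells (−4.34). Retnla, which led an unnamed cluster, was lower in HFD in B cell-like (−4.55) and endothelial-like cells (−7.10). The source of these transcripts was not tested.

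The lists in VSMC-like cells that stand at no claim gave the following results between HFD and ND. Platelet activation and degranulation was higher (adjusted p = 0.00215, and adjusted p = 0.217 with an estimated correlation). By camera at the preset correlation, p53 targets (adjusted p = 0.0617), elastic fiber formation and resident macrophage genes (adjusted p = 0.0628 each), immune genes in VSMC (adjusted p = 0.0753), inflammatory macrophage (adjusted p = 0.185) and foam cell genes (adjusted p = 0.278) did not pass. Interferon response and cell junctions (adjusted p = 0.390 each), senescence markers (adjusted p = 0.398), complement (adjusted p = 0.420), the further genes of Fig. 8H (adjusted p = 0.546) and oxidative phosphorylation (adjusted p = 0.792) did not pass either. With DPP4i against HFD, interferon response and oxidative phosphorylation (adjusted p = 0.00648 each) and immune genes in VSMC (adjusted p = 0.00954) were higher, with adjusted p = 0.614, 0.645 and 0.614 at an estimated correlation. The 2 apoptosis genes of Fig. 8I and the cholesterol genes were too scarce to be tested as lists in VSMC-like cells, and in endothelial-like cells the apoptosis genes had adjusted p = 0.0725 between HFD and ND.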
